# Ligand dependent gene regulation by transient ERα clustered enhancers

**DOI:** 10.1371/journal.pgen.1008516

**Published:** 2020-01-06

**Authors:** Bharath Saravanan, Deepanshu Soota, Zubairul Islam, Sudeshna Majumdar, Rajat Mann, Sweety Meel, Umer Farooq, Kaivalya Walavalkar, Srimonta Gayen, Anurag Kumar Singh, Sridhar Hannenhalli, Dimple Notani

## Abstract

Unliganded Estrogen receptor alpha (ERα) has been implicated in ligand-dependent gene regulation. Upon ligand exposure, ERα binds to several EREs relatively proximal to the pre-marked, unliganded ERα-bound sites and affects transient but robust gene expression. However, the underlying mechanisms are not fully understood. Here we demonstrate that upon ligand stimulation, persistent sites interact extensively, via chromatin looping, with the proximal transiently ERα-bound sites, forming Ligand Dependent ERα Enhancer Cluster in 3D (LDEC). The E2-target genes are regulated by these clustered enhancers but not by the H3K27Ac super-enhancers. Further, CRISPR-based deletion of *TFF1* persistent site disrupts the formation of its LDEC resulting in the loss of E2-dependent expression of TFF1 and its neighboring genes within the same TAD. The LDEC overlap with nuclear ERα condensates that coalesce in a ligand and persistent site dependent manner. Furthermore, formation of clustered enhancers, as well as condensates, coincide with the active phase of signaling and their later disappearance results in the loss of gene expression even though persistent sites remain bound by ERα. Our results establish, at TFF1 and NRIP1 locus, a direct link between ERα condensates, ERα enhancer clusters, and transient, but robust, gene expression in a ligand-dependent fashion.

## Author summary

ERα occupies its cognate binding sites on the genome, upon estrogen stimulation, to bring about the signaling mediated response. However, ERα has been implicated in gene regulation even in the absence of hormone and its underlying mechanisms are not known. Here we show that, unliganded ERα-bound genomic sites are necessary for the emergence of active enhancers upon estrogen stimulation. Several ERα sites emerge in proximity to these unliganded ERα sites which loop with each other in three-dimensional nuclear space forming the enhancer:ERα clusters that we call Ligand dependent enhancer clusters (LDEC). These clusters are essential for expression of genes that are associated with the LDEC’s as deletion of unliganded ERα-bound site completely perturbs the formation of clusters and expression of genes within the same TAD while clusters in neighboring TAD remain unaffected. At the mesoscale, these LDEC’s appear as ERα condensates that emerge dynamically only upon addition of hormone. Further, the disappearance of clusters coincide with the loss of gene expression and condensate disappearance, marking the end of signaling response.

## Introduction

Upon ligand stimulation ERα regulates gene expression by binding to distal regulatory elements [1,2,3]. Similarly, numerous studies have shown that unliganded nuclear ERα also binds to some specific sites in the genome [4,5,6,7,8] and these ERα-bound sites are specific as they exist even after prolonged deprivation (weeks) of ligand [8]. Knockdown of unliganded ERα inhibits subsequent ligand-dependent gene induction [8] confirming their role in gene regulation. Interestingly, unliganded ERα binding was recently shown to mark future functional enhancers, whereby these pre-bound ERα sites serve as seeds, around which multiple ERα-bound peaks emerge after ligand exposure [5]. Suggesting, the unliganded nuclear receptor recruitment on chromatin is required for the robust induction of ligand-dependent genes. However, mechanisms underlying these intriguing observations, and their role in gene regulation, are not entirely clear. For instance, it is not known whether unliganded pre-bound ERα sites are absolutely required for such ligand-dependent ERα-clustering at the genomic level and the downstream gene regulation. The estradiol (E2)-dependent gene expression peaks at 1 hour post stimulation and drops at 3 hours [3]. However, whether the transient response to signaling is driven by transient appearance of enhancers is not known.

Although it is known that ERα bound sites exhibit proximity, whether the proximity is ligand-dependent has been debated with evidences both for [1,9] and against [10], warranting additional studies. Furthermore, whether the constituent enhancers within clustered enhancers exhibit E2-dependent physical proximity to form a functional unit is not known.

Super-enhancers exhibit high density of coactivators caused by presence of multimeric enhancer units. Intrinsically disordered regions (IDR) in these coactivators mediate their molecular condensation on super enhancers [11]. ERα, with its co-activator MED1, was recently shown to form such condensates [12]. However, whether *bona fide* ERα clustered enhancers are tethered in such ERα condensates is not known. Importantly, whether enhancer condensates continue to exist during the entire interval when the ligand is present, or whether they exist only during the active signaling phase marked by robust transcription is not known.

Here we show that upon E2 treatment, as expected, ERα binds to numerous locations across the genome. As recently observed [5], the new ligand-dependent sites are significantly organized as clusters in relative proximity to pre-existing, or *persistent*, ligand-independent ERα-bound sites. However, we find that the ligand-dependent enhancer clusters (LDEC) are distinct from previously reported super-enhancers [13]. LDECs exhibit ligand induced extensive chromatin looping among constituent ERα sites within as well as across LDECs in 3D. Interestingly, LDECs may include multiple genes whose expressions are concomitant with the appearance of LDEC. We show via CRISPR deletion that persistent sites are absolutely required for ligand-induced binding of ERα to the neighboring EREs. Further, ERα forms condensates on ERα-clustered enhancers by coalescence upon E2 treatment as observed by ImmunoFISH experiments. Specifically, LDECs emerge robustly and transiently upon E2 treatment and their disappearance at 3 hours post-treatment coincides with the loss of eRNA at constituent enhancers and their cognate target gene expression as well as drop in ERα protein levels.

Overall, our results establish and clarify the role of unliganded ERα binding in priming enhancer clusters in 3D that drive transient, but robust, gene expression in a ligand-dependent fashion. Our work suggests a model of E2-induced gene regulation where during active phase, liganded ERα decorates the EREs closer to pre-marked unliganded ERα site. These pre-marked and new ERα-bound sites exhibit E2-dependent extensive chromatin looping, forming functional LDEC that drives gene expression. These LDECs correspond to ERα puncta in the nucleus that emerge upon E2 stimulation. Finally, upon ERα degradation at 3h or upon deletion of persistent site, these clusters disappear leaving persistent site behind still bound by ERα as bookmark, but that alone is unable to drive gene expression.

## Results

### ERα binds in clusters around pre-existing ERα-bound sites upon ligand stimulation

ERα binds predominantly in the intergenic regions of the genome upon E2 stimulation (S1A, S1B and S1C Fig). Further, we tested if ERα bound sites exhibit genomic clustering as has been reported recently[5]. Consecutive ERα peaks within 20kb were considered to be part of the same genomic cluster. We identified 1514 ERα clusters containing at least three ERα peaks in each cluster (see Methods). As a control, we repeated the clustering analysis based on hundred iterations of randomly selected 21,834 ERE motif, or DHS (Methods), and found that 7% of all EREs (482 clusters) and 22% of the DHS sites (1304 clusters) clustered compared with 30% of total ERα peaks (Fig 1A). These results strongly support the tendency of ERα peaks to cluster on the genome confirming the previous findings[5]. ERα clustering tendency was confirmed even at shorter distance of 5 and 10kb intervals. However, at distances longer than 20kb, we did not observe a consistent pattern of ERα clustering. ERα binding on specific sites in the genome has been described even in the absence of ligand [4,5,6,7,8]. To investigate if the existence of above found clusters is dependent on ligand stimulation, we compared the post-E2 ERα-bound peaks with those in non-stimulated MCF7 cells. We observed 6659 peaks in the untreated cells suggesting the unliganded nature of these peaks, of which 3779 peaks were also found in the post-E2 condition (Fig 1B); we refer to such sites as *persistent* sites, the 2880 lost sites as *-E2 unique* sites and the newly acquired 18,055 E2-dependent sites as *transient* sites.

**Fig 1:**
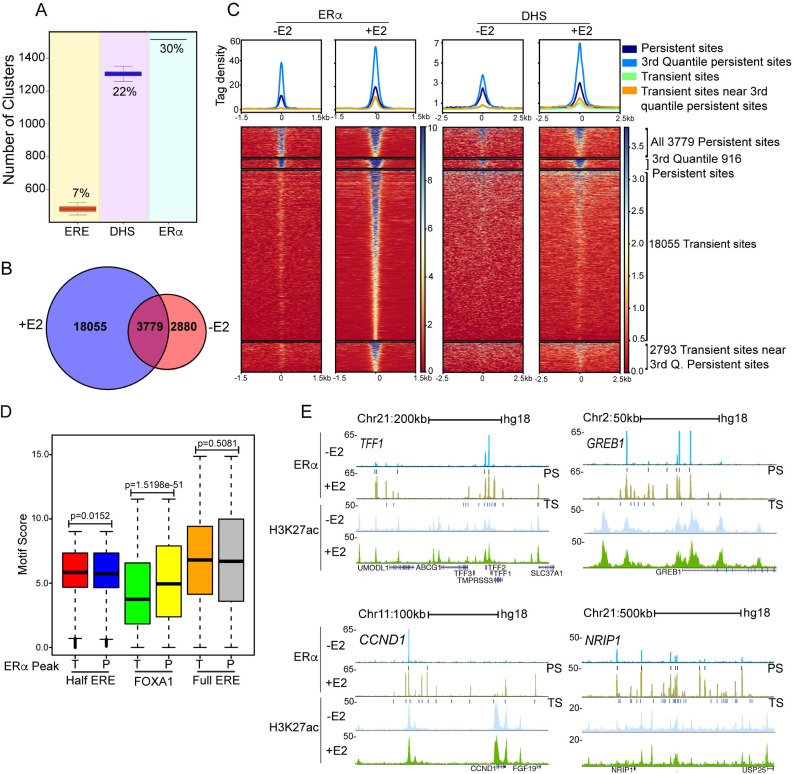
Estrogen receptor binds in clusters around pre-existing ERα-bound sites upon ligand stimulation. (A) ERα shows highest propensity for genomic clustering compared to ERE and DHS. Y-axis represents the number of clusters with at least 3 sites (ERα, ERE, or DHS individually) with less than 20kb between consecutive sites. (B) Venn diagram showing 3779 persistent ERα peaks being common in control and E2 treated cells. (C) Heat map exhibiting binding strength of ERα (left panel), and DHS (right panel) on all persistent, strongest persistent (3^rd^ quantile), all transient, and transient sites clustered around a persistent site. (D) Motif enrichment plot showing relative scores of Half ERE, FOXA1 and Full ERE motifs in transient and persistent sites. (E) UCSC genome browser snapshots showing the binding of ERα and H3K27ac status on ERα clustered enhancers for four of the robustly E2-induced target genes–*TFF1*, *GREB1*, *NRIP1*, and *CCND1* in unliganded and in E2 conditions. The boxplots depict the minimum (Q1-1.5*IQR), first quartile, median, third quartile and maximum (Q3+1.5*IQR) without outliers.

Next, to test the authenticity of our observed -E2 specific sites we analysed publicly available ERα ChIP-seq data with and without ligand from different laboratories. Interestingly, although persistent sites were commonly found across datasets and exhibited robust gain of ERα upon ligand addition in these datasets, -E2 specific sites varied across the datasets; however, these sites consistently lost ERα binding upon ligand stimulation in all datasets (S1D Fig). However, persistent sites and -E2 unique sites exhibited comparable H3K27ac (S1E Fig). To further test the specificity of these peaks, we analyzed the ERα signal on persistent and–E2 specific 2880 sites upon ERα knockdown in unliganded condition [8]. The signals at persistent as well –E2 specific sites were significantly reduced upon knockdown of ERα (S1F and S1G Fig) suggesting that the ERα binding events in absence of ligand are not an artefact. Since, -E2 unique sites exhibited loss of ERα binding upon ligand stimulation, we focused only on persistent sites for their role in ligand dependent gene regulation. Next, we binned persistent sites into quantiles based on ERα binding strength post-E2 (Method). Persistent sites in general, and the 3^rd^ quantile persistent sites in particular, exhibited stronger ERα binding as well as significantly greater DHS in both post and pre-E2 treated cells (Fig 1C; Methods). Further, to rule out insufficient ligand stripping as the potential cause for the 3779 persistent sites, we performed ERα ChIP-seq in cells stripped for seven days with daily media change. The persistent sites remained even in this stringent condition (S2A Fig). We also extracted chromatin fraction of seven days stripped cells in unstimulated and stimulated conditions (1, 3, and 24h) and found ERα bound to chromatin and the levels increased in response to E2 treatment (S2B Fig) confirming that these sites are bound by unliganded-ERα. After confirming the authenticity of unliganded ERα binding we pursued only persistent sites as they exhibited consistency across the data sets. We further probed the binding strength differences between persistent and transient sites via motif enrichment analyses as the motifs may guide these differences. As shown recently [5], both persistent and the transient sites were highly enriched for EREs (Figs 1D and S2C). Unlike what was reported in [5], we did not find a significant enrichment of full EREs in persistent sites relative to transient sites; however, there is a marginally significant but modest enrichment (ratio of means = 1.0119) of half ERE (Fig 1D). However, the only motifs enriched uniquely in the persistent sites were for FOX proteins where FOXA1 and FOXA2 motifs had the most significant p-values (Figs 1D and S2C). Intriguingly, -E2 unique sites are enriched only for FOXA1 motif but not for ERE motifs (S2C Fig). FOXA1 is a known pioneer *cis* co-factor for ERα binding [14,15,16] and is frequently mutated in breast tumors [17]. We confirmed the exclusive preference of FOXA1 binding on persistent sites (S2D Fig). These results indicate that FOXA1 bound sites along with classical ERE motifs are the hallmarks of persistent sites which may give rise to the clustered binding of ERα around these persistent sites on signaling. We found that about 50% of the above clusters had at least one persistent site, suggesting their potential role in seeding the genomic clusters of ERα sites upon E2 treatment. Further, clusters with persistent site exhibited high strength of ERα binding (S3A Fig) and a greater number of peaks (S3B Fig) as compared to the clusters without persistent site. We observed that most of the robust E2-induced genes are harbored around these clusters for example *CCND1*, *NRIP1*, *TFF1* and *GREB1* (Fig 1E). These clusters are marked by H3K27ac suggesting their potential enhancer activity (Fig 1E). Finally, relative to transient sites, persistent sites seem to be under a greater purifying selection as evidenced by higher cross-species conservation (Phast-cons scores, Methods) (S3C Fig). Furthermore, the ERα peaks within clusters exhibited an intriguing pattern, with the strongest binding at persistent sites showing a gradual decrease in ERα binding strength at consecutive ERE’s as we go farther from the persistent site in either direction (S4A Fig). However, DHS signal on these transient sites remained unchanged (S4B Fig), suggesting a gradually decreasing sphere of influence of the persistent site.

### ERα enhancer clusters but not the conventional super-enhancers regulate E2-dependent genes

To understand the role of identified ERα clusters in gene regulation, we compared the normalized GRO-seq tag counts of 4 closest genes from clusters with and without persistent site using publicly available GRO-seq in E2 time course [3]. Interestingly, genes closer to clusters with persistent site were robustly induced upon E2 treatment as compared to genes closer to the clusters lacking a persistent site (S5A Fig). Further, genes closer to persistent sites were in general highly expressed even in the absence of ligand (S5B Fig, first bar) however, we observed a slight down regulation of genes closer to -E2 unique sites (S5B Fig, last two bars). Note that ERα clusters share salient properties with super-enhancers, namely, target gene expression and genomically clustered constituent enhancers [13], raising the possibility that ERα clustered enhancers correspond to super-enhancers. Using the ROSE tool [13] to detect super-enhancers, we identified 858 H3K27ac-based super-enhancers and 390 ERα binding strength-based super-enhancers in E2 condition. Fig 2A shows a substantial overlap in ERα signal distribution between the ERα super enhancers and ERα density clusters. Of the 390 ERα super enhancers, 241 directly overlap an ERα density cluster and 368 are within 100 kb of one. In contrast, only 79 of the ERα super-enhancers overlapped with H3K27ac super-enhancers (Fig 2B). Hereon we will call these 390 ERα super-enhancers as LDEC. Although, as expected, H3K27ac super-enhancers exhibited higher enrichment of H3K27ac marks as compared to LDEC (Fig 2D), importantly, upon E2 stimulation H3K27ac and ERα occupancy did not change on H3K27ac super-enhancers, whereas ERα occupancy but not the H3K27ac increased significantly on LDEC (Fig 2C and 2D). Interestingly, DHS signal was strengthened on both classes of super-enhancers (Fig 2E) suggesting that modulation of H3K27ac super-enhancers by E2 is independent of direct ERα binding. Super-enhancers have been shown to activate their target genes robustly compared to typical enhancers. To compare the strength of gene activation by the two classes of super-enhancers, we compared the normalized GRO-seq tag counts of 4 closest genes to each enhancer in the two classes before and after E2 induction. We observed significant E2-dependent upregulation of genes closer to LDEC compared to the H3K27ac super-enhancers and other ERα sites, suggesting that ERα super-enhancers but not the H3K27ac super-enhancers robustly activate their target genes in an E2-dependent manner (Fig 2F and 2G). Further, even among the E2-responsive genes, the genes closer to LDEC exhibited robust induction as opposed to the E2-target genes elsewhere. Interestingly, genes closer to LDEC show higher basal expression even in absence of ligand, suggesting that persistent sites have a regulatory role in gene expression even in the absence of E2 induction; however, the expression of target genes is several fold higher upon LDEC appearance post-E2 (Fig 2H).

**Fig 2:**
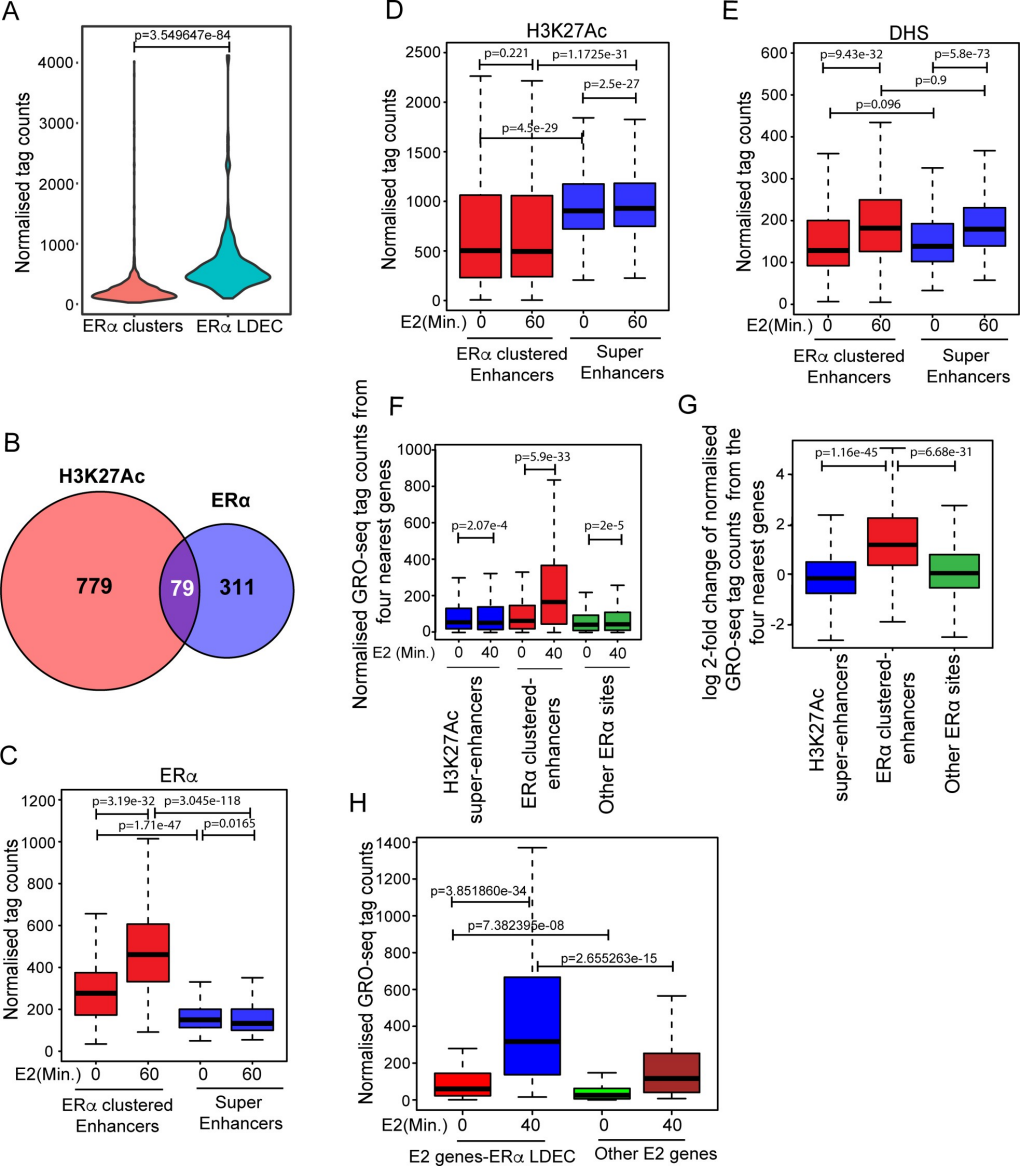
ERα super-enhancers but not conventional H3K27ac super-enhancers control E2 target genes. (A) Relative ERα tag counts on ERα clusters and LDECs. (B)Venn diagram showing overlap of 79, H3K27ac super-enhancers with ERα super-enhancers. (C-E) ERα binding strength (C), H3K27ac enrichment (D), and DHS signal (E) on H3K27ac super-enhancers and ERα super-enhancers in control and 60’ post-E2 treated cells show higher levels of ERα induction on ERα super-enhancers, higher H3K27ac enrichment on H3K27ac super-enhancers, but similar DHS induction in both categories of enhancers. (F) Expression of genes closer to H3K27ac super-enhancers and other ERα sites not in cluster do not change upon E2 treatment but the genes that are closer to ERα super-enhancers are highly induced upon E2 treatments. (G) Pre-E2 to post-E2 log2 fold changes in expression of genes closer to different categories of enhancers as mentioned in panel C. (H) Expression of E2-responsive genes closer to LDEC vs. other ERα sites. All p-values were calculated by either Wilcoxon rank sum test or Wilcoxon signed rank test. The boxplots depict the minimum, first quartile, median, third quartile and maximum without outliers.

### Genomically clustered ERα sites exhibit 3D proximity with each other and with target gene promoter(s)

Genes that are induced in a ligand-dependent manner exhibit induced physical proximity to their enhancers in a ligand-dependent manner [1,18,19]. Given our observation that the genes near LDECs exhibit robust E2-dependent upregulation, we hypothesized that for the LDECs to act as a regulatory unit in a way similar to the conventional super-enhancers, the constituent persistent and transient ERα sites within a LDEC should physically interact with each other and also with the target gene promoter. Since persistent ERα sites exhibit greater levels of ERα binding, we tested if these sites show relatively higher degree of physical interactions with other ERα-bound sites. Using publicly available ChIA-PET data on ERα in MCF7 cells [20], we found that overall the persistent sites exhibit a higher degree of interactions compared to the transient sites, and this tendency is even greater on highest occupancy persistent sites (3^rd^ quantile) (Fig 3A). Further, to assess whether LDECs are contained within a single Topologically Associated Domains (TAD) or span over multiple TADs, we interrogated HiC-inferred TADs from E2-treated and untreated MCF7 cells [9]. We found that 70% of LDECs are within a TAD and the mean length of TADs with LDEC is shorter (53kb) than the mean length of TADs without LDEC (61kb). Recently, strengthening of short-range interactions upon ligand stimulation was noted genome-wide using Shannon entropy measurements in MCF-7 cells [9] where, lower entropy means strengthened cis-interactions. Recapitulating these observations, we found that the 100 kb bins with LDEC have lower entropy relative to bins without LDEC but with ERα peaks and other bins in -E2 condition. However, in E2 condition, bins with LDEC show even greater drop in entropy as compared to the bins without LDEC (Fig 3B). These data suggest that regions with ERα LDEC gain short range interactions upon E2 stimulation. The strengthened looping potentially is between persistent and transient sites, and with the target gene promoters, within the LDEC upon ligand addition. To capture such interactions, we investigated in depth specific LDECs using the available ERα ChIA-PET data. Interestingly, for the LDEC in the TFF1 gene locus, the persistent and its neighboring transient sites exhibited strong interactions with each other and with TFF1 promoter (Fig 3C). Interrogating long-range interactions, we found interactions between TFF1 LDEC and another LDEC near *UMODL1* gene 200 kb away (Fig 3C). Interestingly, TFF1 and UMODL1 LDECs are present in two adjacent TADs (S5D Fig) indicating the presence of extensive looping within LDEC and also between neighboring LDECs. Intra-LDEC and LDEC-promoter interactions were also observed for other tested genes such as *NRIP1* (Fig 3D) and *GREB1* (S5C Fig). Because ChIA-PET was performed in presence of E2, we next aimed to determine whether the observed interactions were E2-dependent. 

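Contacts between ERα enhancers and promoters on chromosome 21 were measured by 5C (chromosome conformation capture carbon copy) in MCF-7 cells, an estrogen-responsive breast cancer cell line. In 5C, restriction fragments that lie close together in the nucleus are ligated, and pools of forward and reverse oligos that anneal to the fragment ends read out which fragments were joined. Cells were kept for 3 days in hormone-depleted medium and were given either ICI, an antagonist of ERα, at 10 nM for 24 h or E2, its natural ligand, at 10 nM for 1 h. Each condition had 2 libraries, and the labels do not say whether these came from separate cultures or from a shared template. No 5C library came from cells given neither ICI nor E2. A rise, gain, fall or loss below is therefore the E2 value relative to ICI, and either treatment could account for it. The oligos on chromosome 21 were 149 forward and 143 reverse, which make 21307 pairs, with positions in hg19. The authors mapped the reads with Bowtie2 (version 2.3.0) to all combinations of forward and reverse oligos, kept the uniquely mapped reads, and normalized each pair on chromosome 21 to contacts with a gene desert on chromosome 16. The deposited values are whole numbers and are used here as the normalized value of a pair. The paper reports 25612149 and 25491622 total reads for the ICI libraries and 26623491 and 26285590 for the E2 libraries, of which 25320119, 25325094, 26140530 and 26007082 aligned. The normalized values, on which all comparisons rest, summed to 485966 and 496233 in the ICI libraries and to 419008 and 448371 in the E2 libraries. The number of reads behind a single value is unknown after the normalization, so no counting interval is given. Pairs were grouped by genomic distance as near (under 100 kb), mid (100 kb to 1 Mb) and far (1 Mb or more). Values per library were compared by an exact two-sided permutation test, which cannot go below p = 0.333 with 2 libraries against 2. Single pairs were tested with limma on log2(value + 1) where they were above 0 in at least 2 of the 4 libraries, and a change was called at a Benjamini-Hochberg adjusted p under 0.05.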

Due to relative genomic proximity of ERα sites within a cluster, requiring greater sensitivity in spatial proximity determination, we performed 5C in two replicates on all clustered enhancers on Chr21, as it harbors the most robustly E2-induced genes, viz., *TFF1*, *NRIP1*, and the lncRNA *DSCAM-as*. These genes span the entire length of the long arm of acrocentric Chr21. The 5C library contained forward and reverse oligos for all active enhancers [2] and the respective promoters. Oligos derived from ENCODE desert region on Chr16 were used to normalize the digestion and ligation efficiency biases between the libraries as reported earlier [21]. The 5C was performed in ICI and 1hr E2-treated MCF-7 cells, number of reads and contacts are mentioned in (S1 Table). 

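Slightly more chromosome 21 contacts were detected after E2 than after ICI. Of all oligo pairs, 76.7% ± 0.488 (SD, n = 2 libraries) had a value above 0 after E2 and 75.4% ± 0.199 (SD, n = 2) after ICI, that is 16412 and 16265 pairs against 16029 and 16089. Both E2 libraries lay above both ICI libraries, at p = 0.333 in the exact permutation test, the smallest p that 2 libraries against 2 allow. The 4 libraries had the same order by detected pairs as by aligned reads, from ICI 1 with the fewest to E2 1 with the most. Sequencing depth and condition therefore cannot be told apart here. The paper's own counts, over 23095 possible contacts, are 17839 and 17882 contacts for ICI and 18206 and 18060 for E2. Pairs of a few oligos held a large part of the normalized value. Forward oligo 1610, at 32897740 to 32897769, took part in pairs that held 14.0% ± 0.129 (SD, n = 2) of the value after ICI and 13.7% ± 1.30 (SD, n = 2) after E2. Reverse oligo 2737, at 40.82 Mb, held 9.34% ± 0.622 (SD, n = 2) after ICI and 11.0% ± 0.309 (SD, n = 2) after E2, and its neighbour, reverse oligo 2739 at 40.87 Mb, held 8.59% ± 0.227 and 7.39% ± 0.0307 (SD, n = 2 each). Reverse oligos 1378 and 1383, at 30.74 and 30.77 Mb, held 8.09% and 7.31% of the value over the 4 libraries. These 5 oligos were named by a rule, the largest shares of the summed value. The 10 strongest pairs alone held 33.2% and 34.7% of the value in the ICI libraries and 33.0% and 33.9% in the E2 libraries, while the median of the detected values was 5 in every library.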

The replicates showed 98% correlation with each other and the data in E2 treated and untreated cells clearly showed an overall comparable 5C matrix ruling out any bias. 

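The strongest contacts of chromosome 21 had closely similar values in the replicates, and limma called 763 contacts as different between ICI and E2. Pearson's correlation of the normalized values over the 21307 oligo pairs, which are not independent of each other, was 99.3% between both ICI libraries and 99.0% between both E2 libraries. Between an ICI and an E2 library it ranged from 0.949 to 0.959. On ranks, Spearman's correlation ranged from 0.554 to 0.562 within a condition and from 0.334 to 0.343 between conditions. Without the 214 pairs of highest mean value, Pearson's correlation was 0.795 for ICI and 0.808 for E2, and 0.354 to 0.385 between conditions. Of 18138 pairs tested with limma, 418 were higher and 345 lower after E2. Among the far pairs 310 of 16067 were higher and 296 lower, and among the mid pairs 47 of 1488 were higher and 33 lower. With the libraries scaled to the same total, 383 pairs were higher and 188 lower over all distances. The 10 pairs with the largest fold change past the test were all listed at 0 in both libraries of one condition, 8 of them in ICI and 2 in E2. Fragments 2316 and 2821 took part in 3 of them each. The fragment of forward oligo 2316, at 37963448 to 37963477, was at 0 after ICI and at 388 and 678 in the E2 libraries with a fragment 61.5 kb away, and it also gained contacts 15.5 Mb away, at 298 and 966, and 5.55 Mb away, at 188 and 510. Forward oligo 2821, at 41359930 to 41359959, was at 702 and 209 after E2 with a fragment 3.01 kb away, at 659 and 297 with one 326 kb away and at 490 and 139 with one 2.53 Mb away, each at 0 after ICI. Both fragments also lost contacts. Of the 143 pairs each could form, 52 were tested for 2316, with 6 higher and 8 lower. For 2821, 32 were tested, with 5 higher and 3 lower. Most of their pairs were thus too sparse to test, and their calls went both ways at a larger share than over all pairs. Closer contacts listed at 0 after ICI were F2449_R2448, 14.5 kb apart, at 325 and 476, and F2307_R2308, 5.11 kb apart, at 240 and 272. Listed at 0 after E2 were F3355_R3066, 1.55 Mb apart, at 647 and 175 in the ICI libraries, and F2240_R2744, 3.55 Mb apart, at 243 and 381. Adjusted p from limma lay between 0.0432 and 0.0499 for these 10 pairs. With any 1 library left out, limma called 0 pairs, with 3224 to 3357 at an unadjusted p under 0.05, against 4335 with all 4. On simulated data of this design it called 83 of 17645 unchanged pairs. It called 12 of 112 pairs changed by 2 and 35 of 88 changed by 4 on the log2 scale. Unchanged pairs were thus the larger part of its calls, so the adjusted p did not hold the share of false calls under 0.05 there. The 763 are a count of calls, and single calls at low values are uncertain. With a pseudocount of 5, or with pairs above 0 in all 4 libraries, limma called 0 pairs higher and 0 lower. With the test limited to pairs with a mean value of 10 or more, a limit chosen after seeing the data, 762 of 3305 pairs were higher and 471 lower, and 5 of 3436 unchanged pairs were called on simulated data, but with 1 library left out this test called 38 to 98 pairs higher and 12 to 99 lower, with fewer higher than lower without either ICI library.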

Interestingly, the overall normalized 5C data showed a strong diagonal upon E2 induction reflecting enriched cis-interactions (Fig 3E) as seen in Fig 3B, 3C and 3D. 

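Near contacts were stronger after E2 by mean and by median, whereas far contacts had a lower mean but a higher median. The mean normalized value of the 632 pairs under 100 kb apart was 33.5 ± 2.16 (SD, n = 2 libraries) after E2 and 19.0 ± 0.238 (SD, n = 2) after ICI, a log2 ratio of 0.82. These near pairs held 4.88% ± 0.0812 (SD, n = 2) of a library's summed value after E2 and 2.45% ± 0.0669 (SD, n = 2) after ICI. The 18954 far pairs had a mean of 20.4 ± 1.01 (SD, n = 2) after E2 and 23.9 ± 0.434 (SD, n = 2) after ICI, a log2 ratio of -0.23. Their share of the total, which was itself lower in the E2 libraries, was 89.3% ± 0.124 and 92.3% ± 0.309 (SD, n = 2 each), a log2 ratio of -0.05. Their median value was 4 in both E2 libraries and 3 in both ICI libraries, and 76.2% ± 0.444 of them were detected after E2 and 74.9% ± 0.131 after ICI (SD, n = 2 each). The median of the near pairs was 8.5 ± 0.707 after E2 and 6.25 ± 0.354 after ICI (SD, n = 2 each). That is a ratio of 1.36, against 1.33 for the far pairs, whose median only moved from 3 to the next whole number, too coarse a step to compare the classes. In each of these measures the libraries of one condition lay on one side of those of the other (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). Pair by pair, the median log2 fold change of the tested pairs was 0.42 for near and 0.02 for far pairs. The mean of the 1721 mid pairs did not separate, with 14.7 ± 0.185 after E2 and 14.9 ± 0.471 after ICI (SD, n = 2 each; exact permutation test, p = 0.667), although their share of the total was 5.82% ± 0.205 after E2 and 5.22% ± 0.242 after ICI (SD, n = 2 each), with both E2 libraries above both ICI libraries. Within the near range, pairs 10 to 20 kb apart had 39.8 after E2 and 15.1 after ICI, pairs 50 to 100 kb apart 22.8 and 8.94, and pairs 20 to 50 kb apart 23.9 and 20.5. From 100 to 200 kb both conditions had a mean of 28.1. The mean did not fall steadily with distance. From 500 to 1000 kb it was 11.6 after ICI and 11.5 after E2, but at 5000 kb or more it was 24.7 and 20.5. A high value alone therefore does not mark a short genomic distance. Of 583 near pairs tested one by one with limma, 61 were higher and 16 lower after E2, which is 10.5% and 2.74% of them. As a set the near pairs rose relative to all other pairs, with a median log2 fold change of 0.42 against 0.03 (limma's camera with a preset correlation of 0.01, p = 0.000949). With an estimated correlation camera had p = 0.0412, and adjusted p = 0.206 over the 5 sets tested, which are the near pairs and the TFF1, NRIP1, UMODL1 and DSCAM-AS1 loci. The estimate for the near pairs was 0.0039, below the preset 0.01, so a stronger correlation is not what raised this p. The near pairs also moved upward on their own account (limma's fry, adjusted p = 0.01003 over the 5 sets). The set's p with an estimated correlation was 0.0711 when near meant under 50 kb, and it lay between 0.129 and 0.201 when any 1 library was left out.

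**Figure D1:**
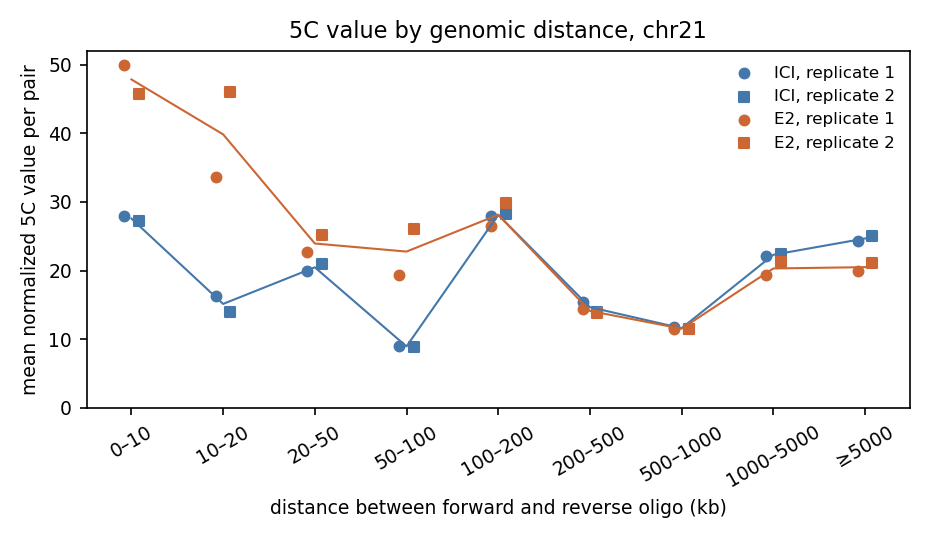
Mean normalized 5C value per oligo pair (y axis) by genomic distance between forward and reverse oligo (x axis, kb). Points are the 2 libraries of each condition and lines their means. In the bin from 0 to 10 kb the E2 mean was 47.9 and the ICI mean 27.6, and from 100 kb on the lines lie close together up to 1000 kb. At 5000 kb or more the E2 mean was 20.5 and the ICI mean 24.7, above those from 500 to 1000 kb.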

Similar enrichment in cis-interactions upon E2 treatments has been reported recently [9]. 

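Contacts around 8 clusters of ERα sites that form upon ligand addition were stronger after E2 at 6 of them. The clusters are those on chromosome 21 in the paper's supplementary list, whose sheet holds 383 of the 390 LDECs, and the values of all oligo pairs within 50 kb of a cluster were summed per library. The list's positions were read as hg19, an inference from its clusters at TFF1 and NRIP1, which lie among the hg19 oligos of these genes. At the cluster from 41674681 to 41704680, which lies near the estrogen-induced lncRNA DSCAM-AS1, the sum was 625.5 ± 92.6 (SD, n = 2 libraries) after E2 and 96 ± 36.8 (SD, n = 2) after ICI over 6 pairs, a log2 ratio of 2.70. At 16950099 to 16980098 it was 516.5 ± 24.7 after E2 and 185 ± 24.0 after ICI over 2 pairs, and at 43010891 to 43040890 it was 326 ± 39.6 and 123 ± 7.07 over 8 pairs (SD, n = 2 each). The cluster from 45591358 to 45621357 had 193.5 ± 6.36 after E2 and 127.5 ± 7.78 after ICI, and that from 16361875 to 16391874, at NRIP1, had 257.5 ± 19.1 and 189 ± 12.7 (SD, n = 2 each). The cluster at TFF1 was the remaining one in which both E2 libraries lay above both ICI libraries. The sum was lower in both E2 libraries at 16544482 to 16574481, with 993 ± 5.66 against 1871.5 ± 234 (SD, n = 2 each) over 25 pairs, and at 47698628 to 47728627 the libraries overlapped, at 165.5 ± 24.7 and 155.5 ± 36.1 (SD, n = 2 each). With no difference, both E2 libraries lie above both ICI libraries in 16.7% of arrangements (exact permutation test, p = 0.333 at each of the separated clusters, the smallest p that 2 libraries against 2 allow). All 8 clusters rest on the same 4 libraries, so their orders are not independent. Near pairs outside the TFF1, NRIP1, UMODL1 and DSCAM-AS1 loci also rose, with a log2 ratio of 0.89. The cluster at TFF1 holds the same 36 pairs as the TFF1 locus below. The strongest pair of the cluster at 16544482 is also that of the NRIP1 locus. With the strongest pair left out of each cluster, a setting added here after seeing the data, the 16544482 cluster turned to a log2 ratio of 1.13, that at 16950099 went from 1.48 to 0.66 on its remaining pair, that at 16361875 went from 0.45 to 1.82 (2.40 without neighbouring fragments), and 7 of the 8 clusters had both E2 libraries above both ICI libraries.

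**Figure D2:**
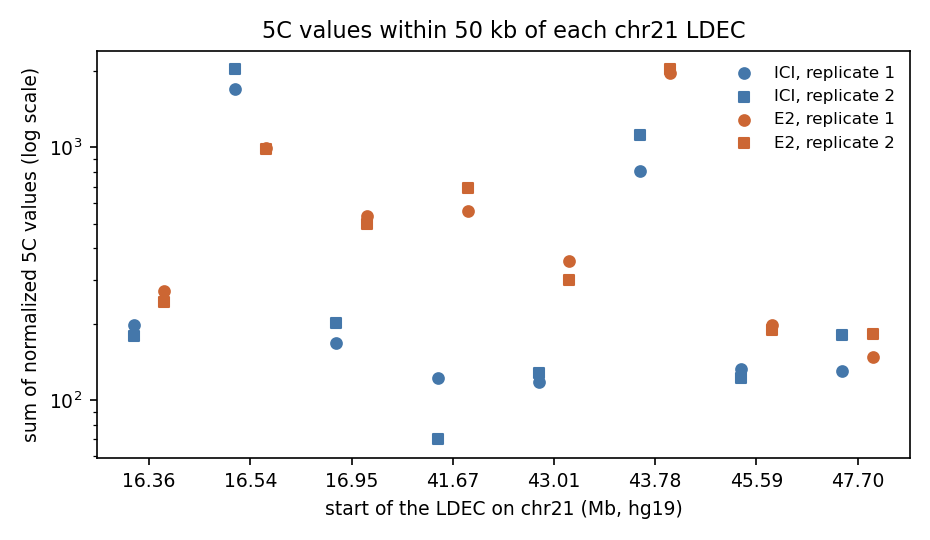
Sum of normalized 5C values of all oligo pairs within 50 kb of each of 8 LDECs on chromosome 21 (y axis, log scale) by the start of the LDEC (x axis, Mb, positions read as hg19). Points are single libraries, 2 per condition, and the E2 points stand above the ICI points at 6 of the 8.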

To interrogate the observed E2-dependent strengthening of interactions within LDECs (Fig 3B), we plotted the Chr21 normalized reads arising from the binned reads overlapping genomic regions within the cluster (Method and S2 Table). A snapshot of *TFF1* and *NRIP1* loci confirms the strengthening of *cis*-interactions between persistent and transient sites within the clustered enhancer as well as with target *TFF1* and *NRIP1* promoters (Fig 3F and 3G). These gained or strengthened interactions overlap with the transiently gained ERα peaks within *TFF1* and *NRIP1* LDECs. 

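Contacts within the TFF1 locus were stronger in both E2 libraries, whereas those within the NRIP1 locus summed to less, with a fall of 1 strong contact. TFF1 encodes trefoil factor 1, a secreted peptide of the mucosa and a classical estrogen target, and NRIP1 encodes a corepressor of nuclear receptors. Over the 36 pairs of the TFF1 locus (6 forward and 6 reverse oligos over 45.8 kb) the sum of normalized values was 2007 ± 43.841 (SD, n = 2 libraries) after E2 and 966.5 ± 223 (SD, n = 2) after ICI, a log2 ratio of 1.05. Of these pairs 9 were higher after E2 and 0 lower in limma, with 21 higher and 7 lower at an unadjusted p under 0.05. Fragment 3234, at 43795812 to 43795841 upstream of the promoter, took part in 4 of the 5 contacts with the largest mean value. Its contact with the fragment of reverse oligo 3227, 10.9 kb away on the other side of the promoter, was at 435 ± 5.66 after E2 and 146 ± 11.3 after ICI (SD, n = 2 each), a log2 fold change of 1.57 (standard error 0.0979, adjusted p = 0.0499 from limma). Its contact with the fragment of the TFF1 promoter, reverse oligo 3230 at a distance of 9.11 kb, was at 130 ± 9.90 after E2 and 41.5 ± 3.54 after ICI (SD, n = 2 each), a log2 fold change of 1.62 (standard error 0.123, adjusted p = 0.0499 from limma). All contacts of that promoter fragment within the locus summed to 313 ± 19.8 after E2 and 103.5 ± 3.54 after ICI, and those of forward oligo 3229, beside it at 43785981 to 43786010, to 340.5 ± 53.0 and 208.5 ± 101 (SD, n = 2 each). The contacts of fragment 3234 with its neighbours 3236 and 3233 were at 198 and 144 after E2 and at 71.5 and 67 after ICI, with adjusted p of 0.138 and 0.192 from limma, and F3229_R3227 was at 100.5 and 93.5, with an adjusted p of 0.888. In the NRIP1 locus (oligos from 16368639 to 16610159, 72 pairs) the sum was 1770.5 ± 36.1 after E2 and 2505.5 ± 132 after ICI (SD, n = 2 each), a log2 ratio of -0.50. The contact between fragments 123 (16569697 to 16569726) and 126, which lie 21.1 kb apart, made up 65.8% of the ICI sum and fell from 1648 ± 221 to 503 ± 36.8 (SD, n = 2 each), a log2 fold change of -1.71 (standard error 0.149, adjusted p = 0.0499 from limma). Without it the locus summed to 1267.5 ± 72.8 after E2 and 857.5 ± 88.4 after ICI (SD, n = 2 each). Among 70 pairs tested there, 5 were higher and 1 lower, and 42 had a positive fold change, with 18 higher and 9 lower at an unadjusted p under 0.05. The contact of fragment 103 (16427922 to 16427951) with the fragment of the NRIP1 promoter, reverse oligo 107 at a distance of 9.56 kb, was at 111 ± 24.0 after E2 and 5 ± 1.41 after ICI (SD, n = 2 each), a log2 fold change of 4.23 (standard error 0.285, adjusted p = 0.0499 from limma). F125_R124 was at 108.5 after E2 and 12 after ICI, F103_R126 at 56 and 87.5 and F106_R107 at 80.5 and 139, with adjusted p of 0.0534, 0.104 and 0.176 from limma. All contacts of reverse oligo 107 within the locus summed to 267.5 ± 13.4 after E2 and 196 ± 43.841 after ICI, and those of forward oligo 106, beside it at 16436632 to 16436661, to 181 ± 8.49 and 294.5 ± 81.3 (SD, n = 2 each). Both E2 libraries lay on one side of both ICI libraries in each of these sums (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). As a set, the TFF1 pairs rose relative to all other pairs (limma's camera, p = 0.000193, but p = 0.141 with an estimated correlation), and the NRIP1 pairs did not pass (camera, p = 0.175, and p = 0.220 with an estimated correlation). On their own account both sets moved upward (limma's fry, adjusted p = 0.0107 for TFF1 and adjusted p = 0.0193 for NRIP1 over the sets tested). The single calls ended when any 1 library was left out. In the test limited to pairs with a mean value of 10 or more, chosen after seeing the data, 16 of 29 TFF1 pairs were higher and 3 lower, and 10 of 36 NRIP1 pairs were higher and 4 lower, in a test that lost most of its calls when any 1 library was left out. From plots of reads summed by bin in these loci (Fig 3F and 3G), not over whole loci as here, the paper concludes that contacts among persistent and transient sites and with the TFF1 and NRIP1 promoters are strengthened by E2.

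**Figure D3:**
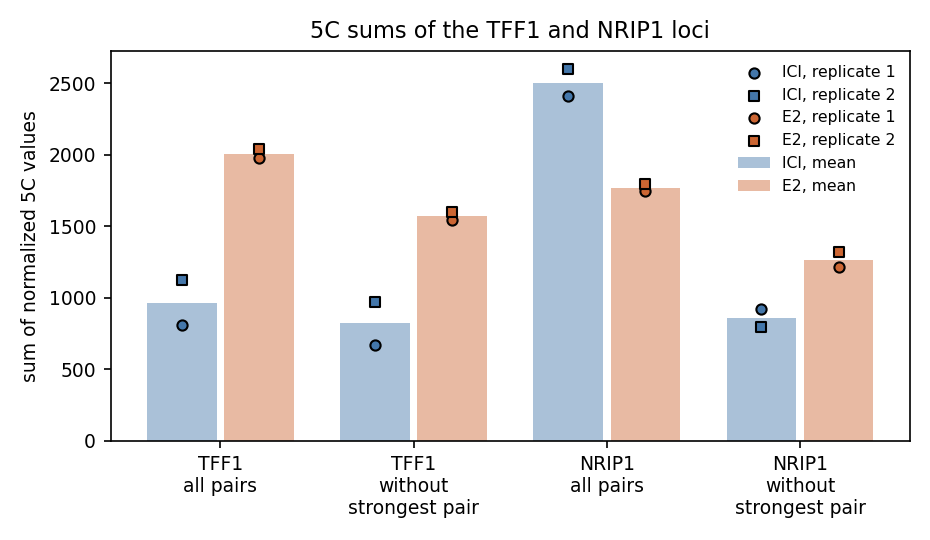
Sum of normalized 5C values within the TFF1 and NRIP1 loci (y axis), with all pairs and without the strongest pair of each locus. Bars are means and points the 2 libraries of each condition. Without the strongest pair the TFF1 sum was 1572 after E2 and 820.5 after ICI, and the NRIP1 sum was higher after E2 as well.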

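Near contacts were also stronger after E2 outside the named loci of chromosome 21. Over 485 near pairs outside the TFF1, NRIP1, UMODL1 and DSCAM-AS1 loci the mean normalized value was 31.8 ± 2.21 (SD, n = 2 libraries) after E2 and 17.2 ± 1.32 (SD, n = 2) after ICI, a log2 ratio of 0.89, and over the 147 near pairs inside them it was 39.1 ± 2.00 and 25.1 ± 3.34 (SD, n = 2 each), a log2 ratio of 0.64 (exact permutation test, p = 0.333 for both, the smallest p that 2 libraries against 2 allow). The inside mean holds the strong NRIP1 pair F123_R126, at 503 after E2 and 1648 after ICI, which lowers its ratio. By median value the log2 ratio was 0.51 inside and 0.42 outside, so the lower mean ratio does not show a smaller gain inside the loci. The near pairs of the TFF1 locus had a median log2 fold change of 0.97, which is 0.56 above that of the 547 other near pairs. Random sets of near pairs of the same size matched on mean value had a median of 0.64, and the TFF1 median lay at percentile 77.3 of 10000 such sets. The 39 near pairs of the NRIP1 locus had a median of 0.37, which differed from that of the other near pairs by -0.06, and it lay at percentile 39.7 of its matched sets, whose median was 0.42. Neither locus lay outside the central 95% of its matched sets.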

Overall, these results demonstrate an induced and specific 3D interaction between the transient and the persistent sites, as well as with target gene promoter, in an E2-dependent manner.

**Fig 3:**
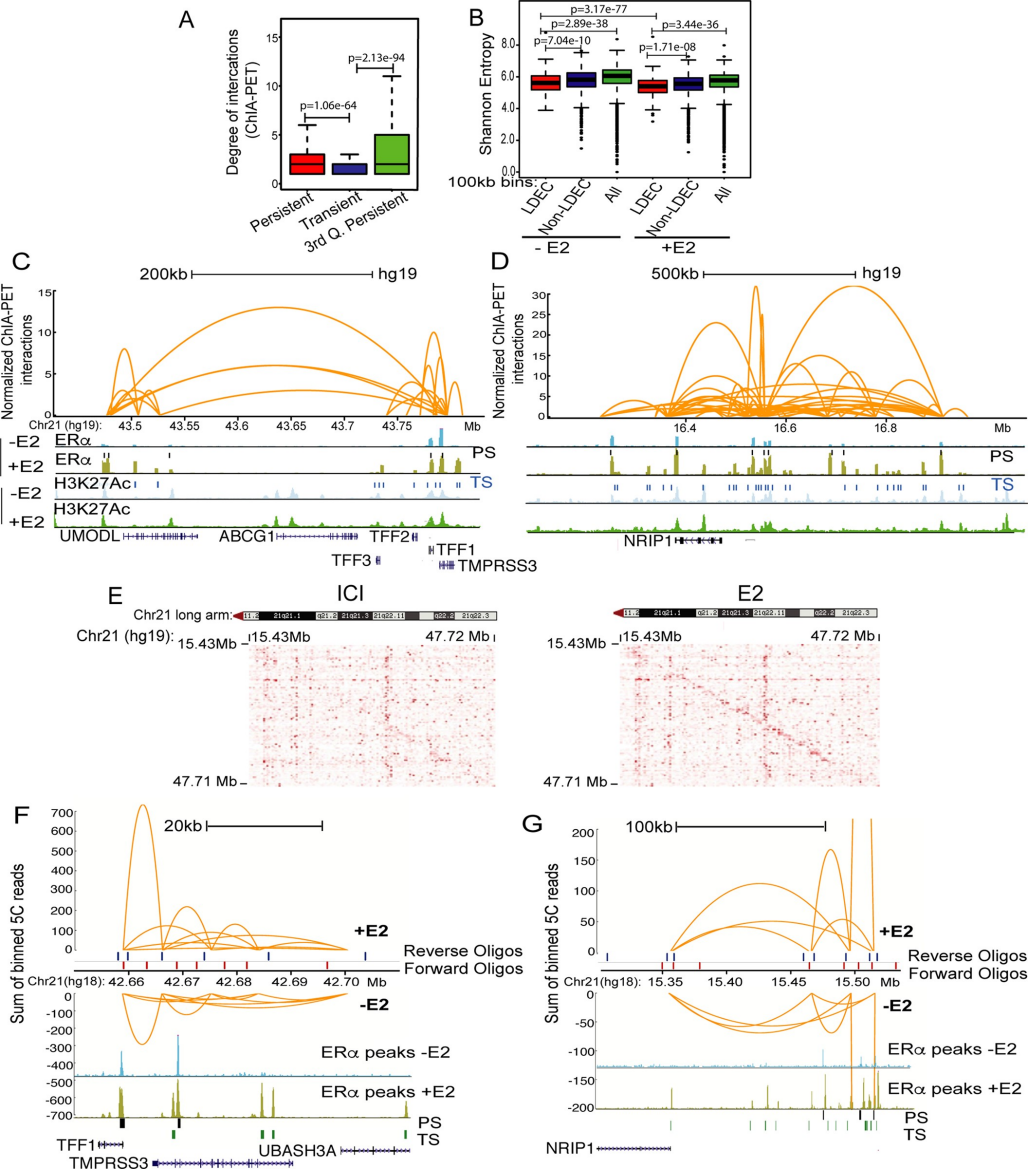
Genomically clustered ERα sites exhibit 3D proximity with each other and with target gene promoter(s). (A) Distributions of the degree of interactions emanating from the persistent, transient and 3^rd^ quantile persistent sites, derived from ERα ChIA-PET data. (B) Shannon entropy plots taking 100kb genomic bins showing the drop of entropy upon E2 stimulation. The bins with LDEC exhibit highest drop compared to Non-LDEC and all bins. (C) ERα ChIA-PET data plotted for *TFF1* and (D) *NRIP1* LDEC. Orange arches depict the interaction pairs derived from one replicate, height of loops represent the strength of interaction. The panels are overlaid on ERα and H3K27ac ChIP-seq tracks in plus and minus E2 conditions from MCF-7 cells. (E) 5C matrix from ICI (Left panel) and E2 (Right Panel) conditions showing normalized raw reads. (F and G) Yellow arches on y-axis represent the sum of normalized binned reads from 5C as shown for two LDEC, namely, *TFF1* (F) and *NRIP1* (G). Positive y-axis shows the interactions upon E2 treatment whereas negative y-axis corresponds to the interactions in ICI treated cells. The positions of forward and reverse oligos used to derive the plots are shown in red and blue vertical points along the x-axis. The plots are overlaid (bottom) with ERα peaks from -E2 and +E2 ChIP-seq data and BED peaks of persistent (Black) and transient sites (Green). All p-values were calculated by either Wilcoxon rank sum test or Wilcoxon signed rank test. The boxplots depict the minimum, first quartile, median, third quartile and maximum without outliers.

### Persistent sites are required for the binding of ERα at neighboring transient sites

Given that the transient sites cluster around persistent sites, we assessed whether persistent sites play a direct role in the emergence of clustered enhancers. We either deleted or blocked persistent site (PS) from LDECs of the most E2 inducible genes *TFF1* on Chr21 and *GREB1* on Chr2 using CRISPR-Cas9 strategy (S6A to S6D Fig for *TFF1* PS deletion, S6E and F for *GREB1* PS blocking). ERα occupancy at transient sites around *TFF1* persistent site was completely lost in ΔPS−TFF1 MCF7 cells as compared to the wild-type cells as seen by ChIP-seq of ERα in these cells (Fig 4A, pink highlighted region). Similar observations were made in a different homozygous deleted line (S7A, S7B and S7C Fig). Importantly, ERα occupancy at distal sites was unchanged (Fig 4A, Blue highlighted region). The distal sites are in fact the LDEC for *UMODL1* gene which is in the neighboring TAD (S5D Fig). The ERα occupancy on E2 responsive regions located on other chromosomes was unaffected (S8 Fig). Similarly, we blocked persistent site at GREB1 LDEC using specific gRNA and measured ERα binding at transient sites. Again, not only persistent sites but transient sites also showed loss of ERα binding (Fig 4B and 4C) but the distal site in the neighboring TAD exhibited modest loss of ERα (S7D Fig), supporting essentiality of persistent sites for ERα recruitment at transient sites. Interestingly, blocking of another persistent site near the promoter of GREB1 (Fig 4B) also perturbed ERα binding on enhancer cluster suggesting that persistent sites in general play an important role in the LDEC formation (S7E Fig). We further quantified the effects of persistent site deletion (TFF1 PS) and blocking (GREB1 PS) on the expression of the neighboring genes. The loss of E2-induced expression of *TFF1* was noted (Fig 4D). Interestingly, other genes within the LDEC such as *TFF2 and TFF3* also showed reduced response to E2 signaling in the ΔPS−TFF1 cells (Fig 4D); these genes have been shown to physically interact with each other and are regulated by E2 [22,23]. Similarly, GREB1 expression was also reduced upon blocking of GREB1 persistent site (Fig 4E). These data strongly suggest the specific and circumscribed effects of persistent site in regulating one (*GREB1* LDEC) or more (*TFF1* LDEC) genes present within LDECs.

**Fig 4:**
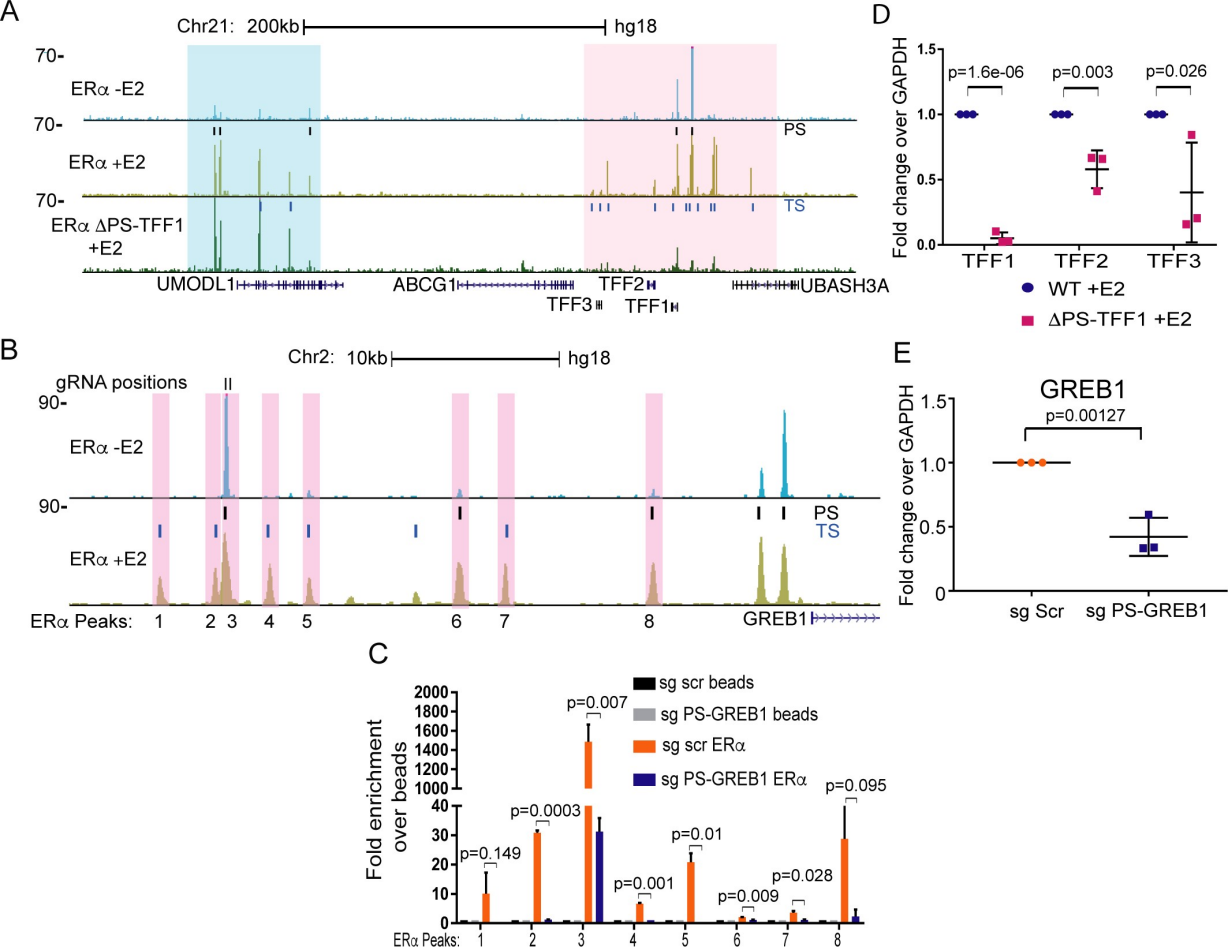
Persistent sites are required for the binding of ERα at neighboring transient sites. (A) Genome browser snapshot of *TFF1* region depicting ERα binding in WT and ΔPS-TFF1 lines. First and second ERα ChIP-seq tracks are in untreated and E2 treated WT cells, and the third track represents ERα ChIP-seq in the E2-treated ΔPS-TFF1 MCF7 line. Pink and blue highlighted regions represent the *TFF1* and *UMODL1* LDEC respectively. (B) Genome browser snapshot of *GREB1* LDEC exhibiting ERα peaks in untreated and E2 conditions. The vertical highlighted boxes show the regions selected for the measurement of ERα occupancy upon CRISPR blocking of persistent site using gRNAs designed at positions indicated as vertical lines on peak 2/3. (C) ERα occupancy on highlighted regions in panel C upon CRISPR blocking of persistent site shows significant loss of ERα binding on not only the persistent site but also on transient sites. (D) qRT-PCRs for TFF1, TFF2, and TFF3 genes in E2 treated WT and ΔPS-tff1 lines (E) qRT-PCR exhibiting the loss of GREB1 induction in the cells where *GREB1* persistent site is blocked as compared to the cells transfected with scr gRNAs. qPCR Plots represent data from two biological replicates and each replicate had three technical repeats. Data are plotted as average, SD and p values are indicated. All p-values were calculated by unpaired student’s t-test.

### ERα puncta are formed on LDECs by coalescing

Our results so far point towards ligand-dependent binding of ERα on the EREs near persistent sites and concomitant physical interaction among persistent and transient sites, suggesting spatial crowding of both DNA and ERα in these clusters. We asked if such clusters can be visualized by fluorescence microscopy. Toward this we performed live cell imaging of GFP-ERα upon E2 treatment. Interestingly, the ERα distribution was found to be uniform in untreated cells (Fig 5A) but we observed robust formation of ERα punctate pattern as early as 12–15’ post-E2, formed by coalescing (Fig 5A, frames from S1 and S2 Movies respectively), the puncta continued to increase in number and size till 40’ post signaling. Further, to test if the genomic LDECs that emerge in 3D upon ligand stimulation are indeed the dynamic ERα puncta observed in immunofluorescence, we conducted immunoFISH studies on *TFF1* LDEC. BAC clone overlapping LDEC was used. ERα intensity on *TFF1* LDEC increased significantly upon ligand stimulation as compared to random regions (Fig 5B). Interestingly, the deletion of persistent site on *TFF1* LDEC weakens high intensity puncta on this LDEC as seen by loss of ERα intensity and colocalization of FISH spots with ERα puncta (Fig 5C). Similar gain of ERα intensity was also noticed on *NRIP1* LDEC (S9A and S9B Fig). These data suggest a model where binding of liganded ERα to transient sites strengthens 3D proximity within LDEC, which can be observed as ERα puncta in the nucleus. The persistent sites mediate the crowding of ERα molecules on these puncta. To understand the ERα exchange dynamics in these E2 induced puncta, we performed FRAP experiments on GFP-ERα foci in untreated cells and cells that were treated with E2 for 1h. Although some puncta were observed even in untreated cells but the recovery of puncta was so robust that a complete bleaching could not be achieved due to rapid exchange of ERα in the puncta (Fig 5D). The recovery of ERα puncta in E2 treated cells was 60%, suggesting a stable ERα puncta formation post-E2 treatment and the loss of fluorescence recovery to this extent has been shown for other punctate patterns [11].

**Fig 5:**
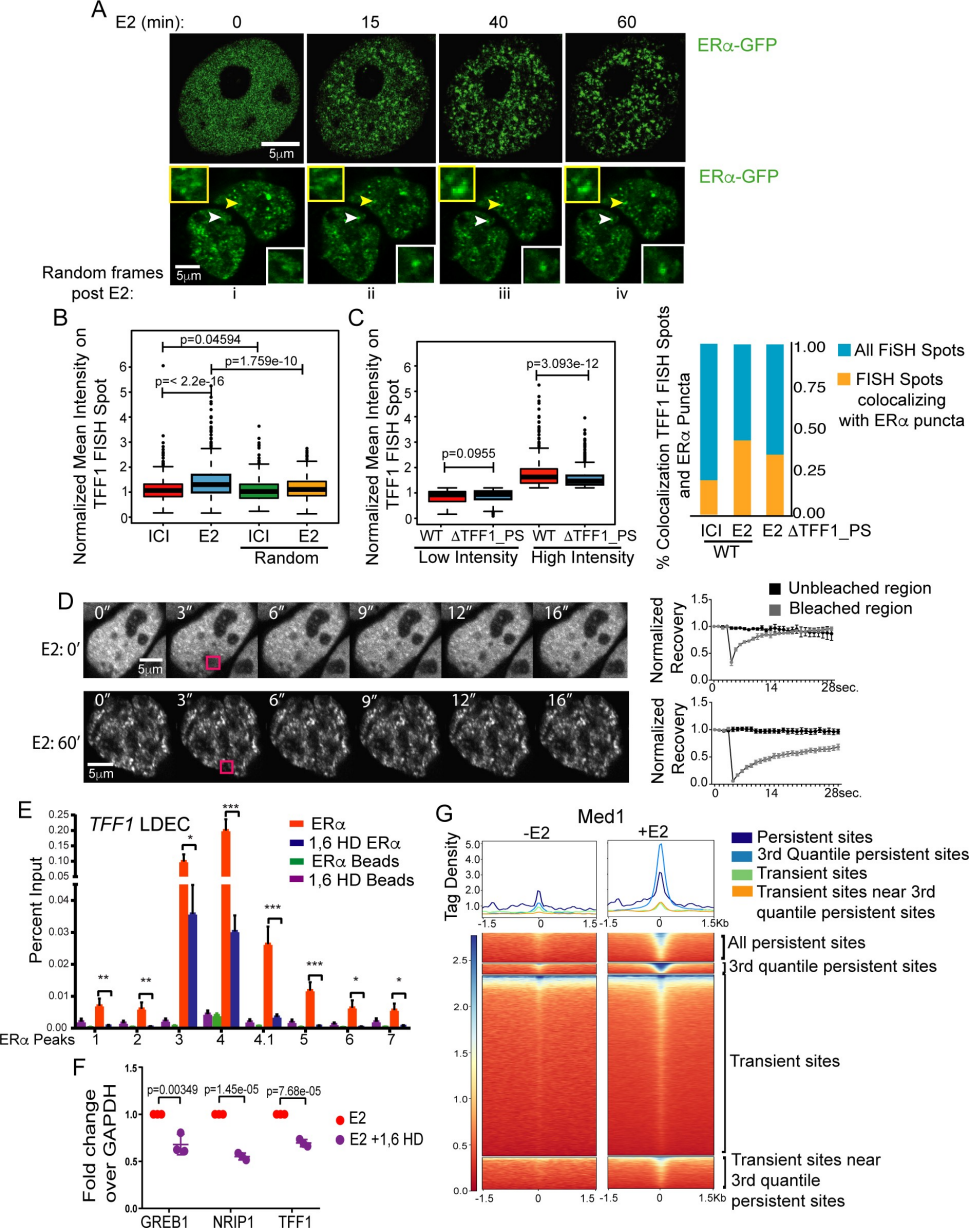
ERα puncta are formed on LDECs by coalescing. (A) GFP-ERα frames from movie showing ERα puncta appear upon E2 signaling during the mentioned time, post-E2 treatment (upper panel). ERα puncta appear upon E2 treatment and puncta of interest are marked by arrows (lower panel). Insets show the zoomed in images of marked puncta. (B) Plot showing the relative mean ERα intensity on TFF1 FISH spots and random regions upon ICI and E2 treatments. (C) Boxplot shows the mean intensities of low and high intensity ERα puncta on TFF1 FISH spots in WT and ΔTFF1_PS cells. p-values were calculated by Wilcoxon rank sum test. Right panel depicts the percent colocalization of ERα puncta and TFF1 FISH signal before and after E2 treatment and in WT cells and TFF1_PS delete line. (D) FRAP recovery of puncta in control cells (upper panel of images and graph) and at 60’ post-E2 treatment (lower panel and graph). Data are shown as mean +/− SEM. (E) Chromatin Immunoprecipitation shows the levels of ERα at persistent as well as at transient peaks in the *TFF1* LDEC before and after 1,6-HD treatments. (F) E2-dependent expressions of GREB1, NRIP1 and TFF1 is perturbed upon 1,6-HD treatments. (G) Heatmaps represent the MED1 binding strength at different categories of ERα peaks in untreated and E2 treated conditions. Tag density was measured on 1.5 Kb upstream and downstream region from center of ERα peaks. qPCR Plots represent data from three biological replicates and each replicate had three technical repeats. Data are plotted as average, SD and p values are indicated. All p-values were calculated by unpaired student’s t-test. The boxplots depict the minimum, first quartile, median, third quartile and maximum.

Recent reports have shown that crowding of protein-occupied regulatory units involve hydrophobic interactions, such as HP1-mediated heterochromatin formation and co-activator mediated condensate formation on enhancers [24, 11, 12]. To test whether hydrophobic interactions play a role in our observed puncta formation, we treated the E2-pretreated cells with 1,6-hexanediol (1,6-HD) that disturbs hydrophobic interactions. We found that ERα punctate pattern was lost upon 1,6-HD application (S9C Fig). To recapitulate the loss of puncta at the genomic level, we monitored the occupancy of ERα in cells treated with 1,6-HD. Loss of ERα occupancy was seen both at *TFF1* transient as well as persistent sites in presence of ligand (Fig 5E). Similarly, persistent sites exhibited significant loss of ERα binding even in the absence of ligand (S9D and S9E Fig), suggesting the loss of puncta in E2 condition is a result of 1,6-HD mediated perturbations in the hydrophobic interactions of ERα without affecting its binding with E2. The expression of most E2-inducible genes driven by LDECs such as TFF1, GREB1 and NRIP1 was significantly reduced upon administration of 1,6-HD confirming the loss of ERα-clustered enhancers and their functions (Fig 5F). The data suggests that ERα genomic clusters identified indeed correspond to ERα puncta that involve hydrophobic interactions and are formed in a ligand dependent manner.

MED1 and ERα cooperate in gene regulation and were recently shown to cooperate in creating condensates on DNA [12]. Consistently, we observed E2-dependent binding of MED1 on the clustered enhancers with highest binding on 3^rd^ quantile persistent sites (Fig 5G). The data points towards the ERα crowding upon ligand stimulation which corroborates with the 3D genomic interactions that take place within and perhaps between LDECs in E2 dependent manner.

### LDECs exist transiently only during the active phase of signaling

Expression of E2-upregulated genes is known to peak at 45 min to 1 hour before declining at 3 hours post-E2 stimulation [3]. Further, ERα-bound enhancers have been shown to control most E2-inducible genes [1,2,3]. We therefore directly assessed whether E2-induced changes in gene expression over the course of signaling are directly driven by E2-induced LDECs, and further, whether the binding dynamics of ERα is different for persistent and transient sites. Towards this, we measured the genome-wide ERα occupancy on various time points post-E2 (5 to 1280 min) using publicly available data [4]. From their data, we partitioned ERα sites into persistent (present in 0 min as well as latter time points) and transient (absent in 0 min but present at latter time points) sites as mentioned before (Fig 1B) to monitor their binding dynamics separately. In general, binding at transient sites is relatively weak compared to persistent (Fig 6A). However, in all categories of sites, a pattern becomes evident, although to different degrees due to varying ERα binding strengths (Fig 6A). We observed an increase in ERα binding strength starting at 5’, peaking at 40’, and then gradually declining to minimal levels at 160’, followed by an unexpected increase in binding strength at later time points. Most evident in the 3^rd^ quantile (strongest) persistent sites, the binding strength recovers almost to the maximum levels ~24 hours post-E2. These results suggest that, LDEC emerge transiently around persistent sites to drive active phase of signaling in terms of target gene expression but they disappear during later phase of signaling which is recapitulated by loss of E2-target gene expression. However, the persistent sites remain ERα-bound as bookmarks (Fig 6B, 0 vs 1280 min). These alterations in ERα binding pattern occur even though, estradiol remains present in the medium at these later hours as the half-life of estradiol is between 8-36h. Given that LDECs correspond to ERα puncta (Fig 5B and 5C), we tested if these puncta also follow the similar transient pattern as genomic clusters. We performed ERα immunostaining in cells treated with either ICI for 24h or with E2 for 10’, 60’, 180’, and 24h. Although ERα forms small puncta even in absence of ligand, the overall intensity, size, and the number of puncta increased significantly at 10’, stayed high at 60’ followed by a significant drop at 180’, reaching a minimal level at 24h (Fig 6C). This temporal change in ERα puncta intensity is similar to ERα binding pattern in genome as observed in Fig 6A and 6B. Further, it is evident collectively from Fig 6A, 6B and 6C that even though the persistent sites reappear at 24h (Fig 6A), lack of transient ERα sites around these persistent sites do not allow persistent sites to form the genomic cluster, thereby punctate pattern of ERα disappear dramatically at 3h post stimulation and remains low even at 24h when persistent sites show significant ERα binding (Fig 6A). Next, inhibition of proteasome-mediated protein degradation by MG132 rescued the intensity of ERα puncta 3h post-E2 signaling, suggesting that the ERα turnover is responsible for the loss of punctate pattern at 3h (Fig 6D). These data suggest that signaling response is at the peak around 1h however, it drops significantly at 3h post stimulation.

**Fig 6:**
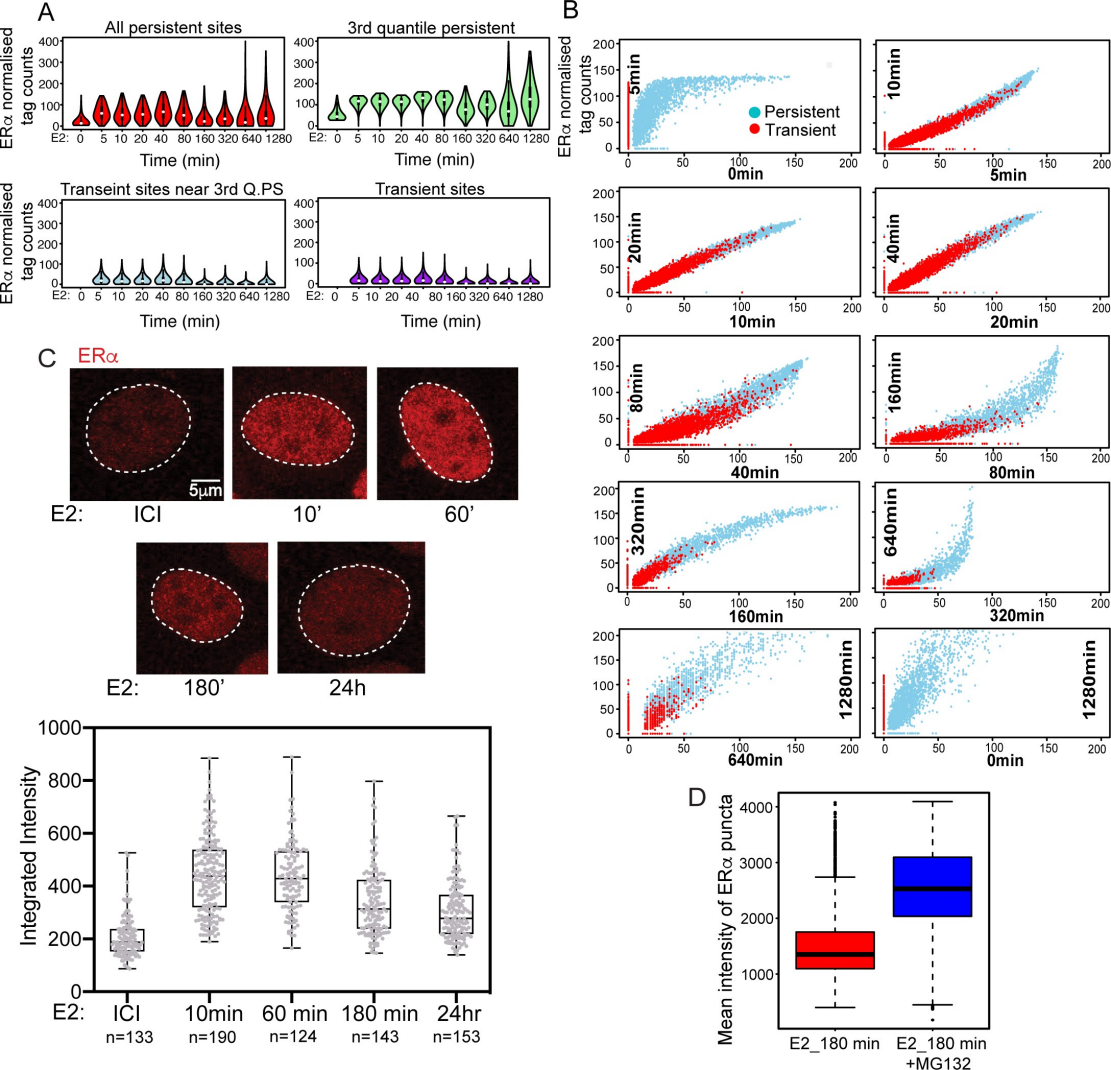
Clustered enhancers exist transiently only during active phase of signaling. (A) ERα binding strength is shown for different categories of ERα peaks at various time points post-E2. The four plots represent All persistent (Top left), Transient near 3^rd^ quantile persistent (bottom left), 3^rd^ quantile persistent (Top Right), and transient (Bottom right) ERα peaks. (B) Comparison of binding strengths at consecutive time points for persistent and transient sites reveal an initial surge in binding strength at persistent sites, followed by stably high binding at both persistent and transient sites, followed by loss of transient sites. (C) ERα immunostaining at ICI, 10’, 60’, 180’, and 24h post-E2. Bottom panel shows the quantification of ERα integrated intensity at these time points. (D) Mean intensity of ERα puncta in E2 treated cells with and without MG132 pretreatments. The box plot depicts the minimum, first quartile, median, third quartile and maximum without outliers.

### Emergence of LDECs is correlated with robust target gene expression

Robust eRNA induction at enhancers is directly linked to robust target gene activation [1,3]. Given that ERα clustered enhancers and punctate pattern decline 3h post-E2 treatment, we tested whether expression of eRNA at clustered enhancers undergoes a similar pattern and whether the persistent and transient sites exhibit varying levels of eRNA induction given their differential ERα binding affinity. Toward this, we analyzed time course GRO-seq data [3] and found a higher level of eRNAs at strong persistent sites relative to transient and weak persistent sites. Further, the fluctuations in ERα binding at different time points post-E2 stimulation were also reflected in the relative eRNA expression (Figs 7A, S10A). Not surprisingly, the persistent sites were the strongest enhancers in the cluster, and the target genes exhibited similar pattern of expression peaking at 40’ and dropping to a minimal level at 180’ post-E2 stimulation (Fig 7B). Conversely, the genes that are away from clustered enhancers but closer to random ERα sites did not show E2-dependent induction. Even though the level of nascent transcripts drop at 3h post-E2, mRNAs levels exhibit such a drop between 3-4h post-E2 as observed in a publicly available time-course mRNA-seq upon E2 addition [25] (S10B Fig). These signaling responses recapitulate the predicted ERα half-life of 3–4 hours in the presence of E2 [26,27], and the role of ERα degradation kinetics in E2-target gene expression [28,29,30]. Similarly, we found that the chromatin-bound fraction of ERα increases from untreated cells to 1h post-E2 treatment but goes down by 3h (Fig 7C), consistent with eRNA, E2-target gene expression, existence of LDECs, and the punctate pattern. Interestingly, protein levels of MED1 and FOXA1 do not exhibit alterations over the same E2 time course (S10C Fig). This strongly suggests that when ERα protein degrades, the transient sites lose their ERα resulting in loss of clusters reflected by a loss of puncta 3h post-E2. However, ERα binds to persistent sites due to presence of FOXA1 motif at these sites and as expected, FOXA1 knockdown clearly showed the loss of ERα binding at persistent sites (Fig 7D), without affecting the ERα mRNA and protein levels (S10D Fig) [15]. Interestingly, FOXA1 knockdown also reduced ERα binding at transient sites lacking FOXA1 motif, supporting a potential crosstalk between the persistent and the transient sites within the cluster (Fig 7D). Our data again suggests that although persistent sites remain bound with ERα, without the ERα binding at the neighboring transient sites they are incapable of driving the target gene expression.

**Fig 7:**
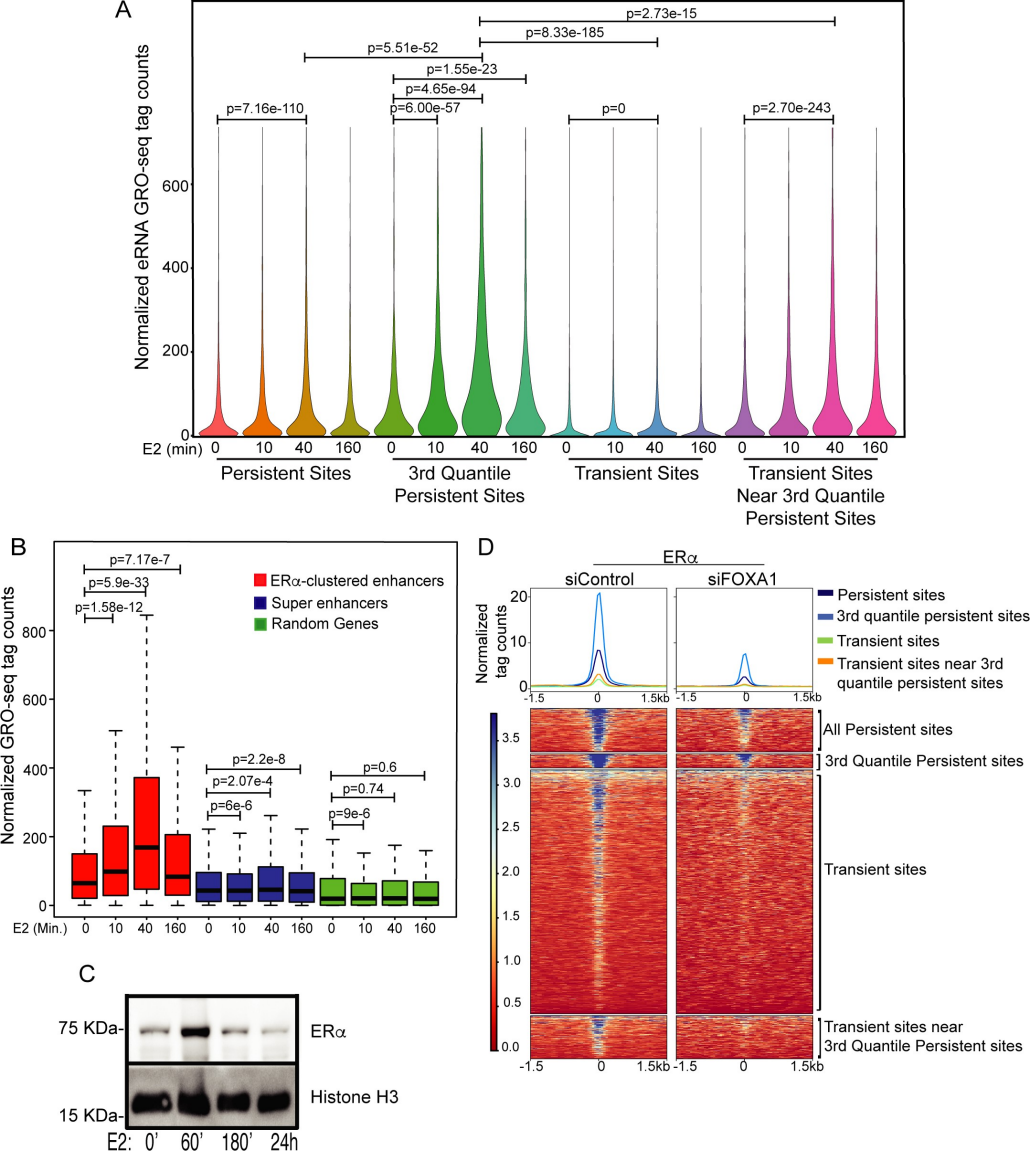
Emergence of ERα LDEC is correlated with robust target gene expression. (A) Combined eRNA levels from minus and plus strand show a robust increase in transcription at persistent sites at 40’ post-E2, much more so for the 3^rd^ quantile persistent sites. This is also true to a much smaller extent for transient sites near persistent sites, but not for distal transient sites that are not a part of LDECs. eRNA expression drops to basal level at all sites at 160’, except the strongest persistent sites still show relatively higher levels of eRNAs. (B) Expression of genes closer to all LDEC, H3K27ac super-enhancers and 300 random genes at 0’, 10’, 40’, and 160’ post-E2. (C) Chromatin-bound fractions of ERα at 0, 60’, 180’, and 24hr post-E2 shows the drop in ERα chromatin bound fraction at 180’. (D) Heatmaps showing the binding strength of ERα at various categories of ERα peaks in sicontrol and siFOXA1 transfected cells. All p-values were calculated by either Wilcoxon rank sum test or Wilcoxon signed rank test. The boxplots depict the minimum, first quartile, median, third quartile and maximum without outliers.

## Discussion

### Signaling response is pre-established by an unliganded receptor

Steroid receptors mediate cellular response to hormonal cues by binding to specific enhancers to induce target genes. Our results suggest that, in the case of ERα, a timely and robust response is ensured by pre-marked enhancers bound by unliganded ERα, which nevertheless remain in an inactivated form. However, upon signaling cues, additional liganded ERα binding at EREs in relative proximity to persistent sites is triggered, transiently creating an active cluster of enhancers capable of driving robust gene expression. We and others [5] have found that the presence of FOXA1 motif is a striking feature of pre-marked enhancers (Fig 1D). FOXA1, as a pioneering factor stabilizes the binding of ERα on persistent sites in absence of ligand. Upon E2 treatment, when the liganded nuclear ERα levels rise in the nucleus, ERα binds to transient sites albeit with low affinity (Fig 1C). However, at later time points when the level of nuclear liganded-ERα decline by proteolysis again (Fig 7C), FOXA1 still assists binding of ERα at persistent sites but transient sites lose their ERα, restoring the binding pattern of ERα to the pre-treated state.

Despite harboring EREs, unliganded ERα does not bind to transient sites due to low chromatin accessibility (DHS), even when the levels of ERα are raised by ERα overexpression (Fig 5A, 0 min) (movie1). Liganded ERα binds to transient sites upon stimulation despite the fact that DHS does not change significantly at these sites as seen for thyroid receptor (TR) and glucocorticoid receptors (GR), it may do so by acting as a pioneering factor or by binding with cooperative factors and chromatin remodelers as in the case of GR [31,32,33,34,35]. However, in the absence of persistent site or upon FOXA1 knockdown, transient sites fail to recruit ERα, suggesting a role of FOXA1 in stabilizing the ERα binding not only at persistent sites but also at transient sites within LDECs, likely aided by 3D proximity with persistent sites. Collectively, these results suggest that a framework for signaling is setup by persistent sites via bookmarking the future functional enhancers with FOXA1 and unliganded ERα, which act as a nucleating point for the subsequent ERα binding on the neighboring EREs. Furthermore, chromatin remodeling around persistent sites do not appear to occur as the intermittent H3K27ac sites within *TFF1* LDEC that are not occupied by ERα remain unaffected by E2 signaling (Fig 1E), suggesting that the transient sites within LDECs respond specifically to E2 signaling. Furthermore, ERα clustered enhancers form a hierarchy where only some of the enhancers control the target gene expression while others seem redundant [36], which is very similar to STAT5-driven super-enhancers [37]. Our data suggest that perhaps the enhancers that are pre-marked are the functional enhancers. Lastly, while the pre-seeding of enhancer with unliganded receptor has been previously suggested to be crucial [5,8], our study experimentally demonstrates the absolute requirement of pre-marked enhancers for the emergence of enhancer clusters where the existence of entire cluster spanning over long linear distances depends on single enhancer.

### LDECs exhibit extensive chromatin looping in ligand-dependent manner

Using 5C on chr 21 and HiC data, we observe the ligand-dependent alterations in chromatin proximity which has been debated with contrasting evidences [1, 9, 10]. Importantly, we observe that persistent sites exhibit an overall higher degree of interactions (Fig 3A). On the other hand, bins that contain LDECs exhibit E2-induced increase in short range interactions relative to other regions (Fig 3B). This may suggest that in absence of signalling, persistent sites may interact with other regulatory sites across different TADs, but upon E2 induction, as transient sites appear bound with liganded ERα, persistent sites redirect their interactions with transient sites favouring more short range cis-interactions. This E2-dependent shift in short range interactions is a prominent feature of LDEC. These observations also suggest that LDEC formation may not require major changes in chromatin architecture as most alterations are contained within the TADs. Such E2-dependent alterations in interactions favouring more short-range interactions from long range was also reported recently [9, 23]. However, our study teases apart the specific features of regions that exhibit such behaviour.

In some instances, LDEC from two neighbouring TADs also exhibit interactions, for example, *TFF1* LDEC shows interaction with *UMODL1* LDEC (Fig 3C), but ERα occupancy at *UMODL1* locus was unaffected by the perturbation of persistent site in *TFF1* LDEC (Fig 4A), suggesting a degree of autonomy and circumscribed influence of each LDEC. Related to this observation, there is a recent interest in understanding whether a fraction of chromatin interactions may have functional roles other than transcriptional regulation [38].

### ERα puncta are formed on LDECs by coalescing

While ERα binds to the DNA mostly as a monomer or dimer and dimerization-deficient or DNA-binding mutant of ERα do not form the punctate pattern in the nucleus [39]. The interactions among multiple ERα sites within a LDEC by the virtue of ERα interacting proteins and RNA could result in ERα-tethered 3D genomic clusters appearing as ERα puncta. Looking closely at Fig 3C, one of the central enhancers in *TFF1* LDEC that is not occupied by ERα does not participate in ERα-bound chromatin network, suggesting that the intervening DNA that is not bound by ERα may have been looped out allowing the regulation of only tethered DNA in such structures. Along similar lines, intrinsically disordered proteins have been shown to mediate protein-protein interactions while being bound on DNA [40]. They create genomic clusters by tethering protein bound DNA which results in mechanical exclusion of intervening chromatin fibre. These mechanical principles could define most genomic clusters created in 3D.

We observed MED1 occupancy on LDEC is entirely ligand dependent (Fig 5G) which recapitulates the established interaction between Mediator complex and ligand binding domain of ERα [41,42]. It has been shown that deletion of N-terminal region in ERα exhibits complete loss of punctate pattern in the nucleus upon E2 treatment [43]. Further, PONDR analyses suggest that this region of ERα is unstructured. Since, IDRs in transcription factors allow them to phase separate [44,45], thus IDR of ERα at its N-terminus and MED1 may allow them to form multivalent homotypic or heterotypic complexes on LDECs. The high density of ERα along with MED1 on persistent sites may allow them to interact more with other genomic regions in the same LDEC to form liquid condensates as shown recently [12]. Furthermore, persistent sites show robust induction of eRNAs and they interact with Mediator complexes [46,47] thus, it is likely that eRNA, MED1, and ERα form RNA protein complexes (RNP) strictly upon E2 stimulation, as shown for other RNA binding proteins [48,49].

### Loss in signaling response recapitulates the loss of ERα protein

The ERα level is significantly reduced at 3h which is the half-life of ERα in presence of ligand (Fig 7C). The reduced levels of ERα at 3h overlaps with disappearance of LDEC (Fig 6A, 6B and 6C) and concomitant loss of eRNA and gene expression (Fig 7A and 7B) suggesting that upon loss of ERα levels, transient sites lose their ERα. However, persistent sites regain the binding back due to the presence of FOXA1 at these sites. Interestingly, MG132 pre-treatment of E2-treated cells which stabilizes the ERα levels even at later hours post signaling, allows longer and persistent expression of E2-regulated genes [50] conforming that the 26S-proteosome mediated degradation of ERα in the nucleus exerts enhancer-mediated decline in the signaling response. This suggests a simple model of regulation where protein degradation brings transcription factor levels below saturation point for the condensate to remain phase separated. This might be a universal mechanism driving the decline of response to signaling mediated by such phase-separated enhancer condensates.

Together, these observations suggest a mechanism by which unliganded receptor acts as a nucleating point for the new ERα binding in its proximity. Many transient sites along with persistent sites loop with each other to form a 3D complex. These clusters appear to be formed by coalescing of ERα as seen by emerging puncta in E2-dependent manner. Further, the clusters are transient and disappear 3h post signaling coinciding with the loss of eRNA expression and target gene inducibility (Fig 8). Our work establishes the direct regulatory link between appearance of ERα condensates, ERα-genomic clusters and robust gene activation over the time course of signaling response, clearly depicting the inability of persistent sites in triggering the gene expression on their own unless the transient sites form a functional unit.

**Fig 8:**
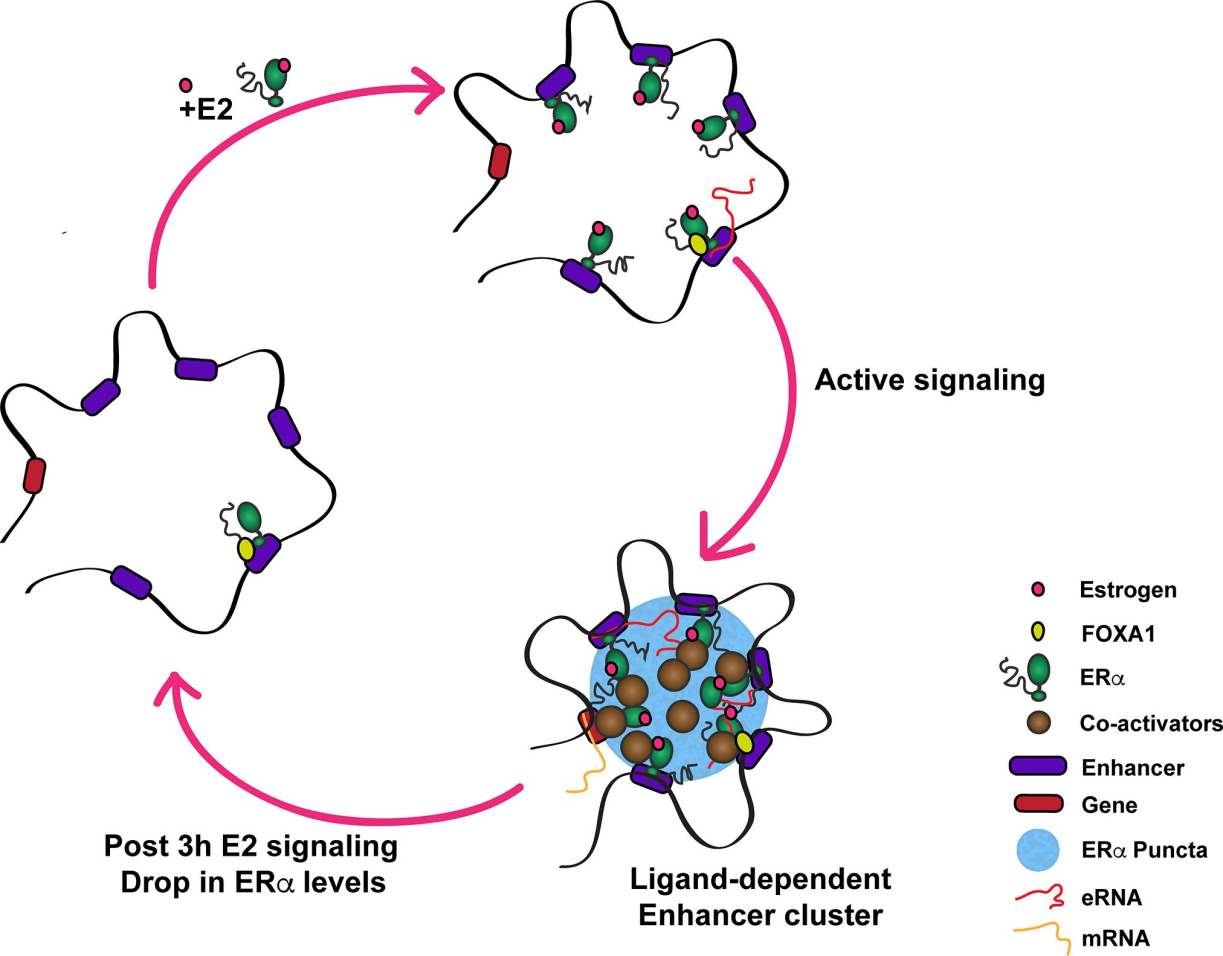
Proposed Model of E2-mediated transcriptional regulation. Model depicts the active and inactive phases of estrogen signaling. During active phase, liganded ERα decorates the EREs closer to premarked-unliganded ERα site. Together, these persistent and transient sites form LDEC in 3D manifesting as ERα puncta, resulting in robust expression of target genes. Upon ERα degradation at 3h or upon deletion of persistent site, these clusters disappear leaving persistent site behind still bound by ERα as bookmark, for next round of ligand stimulation.

## Materials and methods

### Cell culture

MCF7 cells were obtained from ATCC. They were cultured in High glucose DMEM media (Invitrogen) at 37°C and 5% CO_2_ conditions in humidified chamber. For ligand stimulation, cells were grown in stripping media containing high glucose DMEM without phenol red and 10% charcoal stripped FBS for three days for all the experiments except for the ChIP-seq and biochemical fractionation studies where stripping was performed for seven days with daily media change. On the third day cells were treated with β-estradiol (E2758, Sigma-Aldrich) at 10nM concentration for various periods as mentioned in the respective figures. For untreated control, cells were either treated with equal microliters of ethanol on the third day or with ERα inhibitor ICI182780 (1047, Tocris Biosciences) at 10nM concentration for 24 h after two days of stripping.

### 1,6 Hexanediol treatments

Cells pretreated with either E2 or vehicle for 30 min were then treated with 5% 1,6-HD for 30 min in the same E2/vehicle containing media. Cells were then cross-linked to be processed for ChIP or were directly subjected to RNA isolation using Trizol method (Invitrogen) and subsequently cDNA synthesis was performed.

### Chromatin immunoprecipitation and qPCRs

ChIP protocol was followed as described in [1]. Briefly, 5 million MCF-7 cells were cross-linked using 1% formaldehyde for 10 min at room temperature. Formaldehyde was quenched by 125μM Glycine for 5 min at RT with gentle rotation. Cells were scrapped in cold PBS, pelleted at 2000 rpm for 5 min at 4°C. Pellet was dissolved in lysis buffer (50μM Tris HCl pH 7.4,1%SDS, 10μM EDTA and protease inhibitors), sonicated using Bioruptor Pico (Diagenode) to obtain fragments of 500 bp. Sonicated lysate was spun to remove the insoluble debris. Supernatant was diluted 2.5 times with dilution buffer (20mM Tris HCl pH7.4, 100μM NaCl, 2μM EDTA, 0.5% TritonX100 and protease inhibitors). 100 μg chromatin was taken for each IP, 1 μg ERα sc-8002 (Santa Cruz Biotechnology) and ab32063 (Abcam Inc.), antibody was added to bind with complexes overnight at 4°C with gentle rocking motion. 15 μl 50% slurry of Protein G dynabeads (10004D, Invitrogen) were added for 4 hours and complexes were captured on magnetic rack, and the complexes were washed three times. The eluted complexes were reverse cross-linked overnight at 65°C followed by purification with phenol:chloroform:isoamylalcohol. Purified chromatin was dissolved in 100 μl of TE (pH.8) buffer and 4 μl of chromatin was used per q-PCR reaction on CFX96 touch real time PCR (Bio-rad Laboratories). q-PCRs were carried out in three technical replicates and at least three biological replicates were performed. The fold changes were calculated by 2^-ΔΔct^ method or percent over input was calculated as described in https://www.thermofisher.com/in/en/home/life-science/epigenetics-noncoding-rna-research/chromatin-remodeling/chromatin-immunoprecipitation-chip/chip-analysis.html.

### ChIP-seq library preparation and data analysis

Library preparation was performed as per manufacturer instruction for NEB Next ChIP-seq library preparation Kit (New England Biolabs). Briefly, at least 10 ng chromatin was subjected to end repair, T tailing and adapters compatible with Illumina sequencing platform were ligated. The amplified library was size-selected using AMPure XP beads to enrich fragments from 300 to 500 bp in size. 12 pico moles of library was used for cluster generation and sequencing was performed in 1X50 bp format on Hiseq 2500 (Illumina Inc.).

The sequenced reads were aligned to hg18 assembly using default Bowtie2 [51] options. Tag directories were made from the aligned reads to identify ChIP-seq peaks using HOMER [52]. A 200bp sliding window was used to identify narrow peaks which are characteristic of transcription factor peaks. The common artifacts from clonal amplification were neglected as only one tag from each unique genomic position was considered. The threshold was set at a false discovery rate (FDR) of 0.001 determined by peak finding using randomized tag positions in a genome with an effective size of 2 × 10^9 bp. For ChIP-seq of histone marks, seed regions were initially found using a peak size of 500bp (FDR<0.001) to identify enriched loci. Enriched regions separated by <1kb were merged and considered as blocks of variable lengths. The read densities as bed graph files were calculated across the genome and this track was uploaded to UCSC genome browser.

### ChIP-seq data analysis for persistent/ transient sites classification

ERα ChIP-seq peaks for vehicle and E2 condition were obtained from [2]. Coordinates overlapping with UCSC blacklisted regions, chromosome arm end, and peaks called in MCF7 Input ChIP-seq were removed from the ERα peaks. Common sites called as peaks in both Vehicle and E2 condition were classified as persistent sites and those called as peaks in only E2 condition were classified as transient sites. Genomic clustering analysis was performed on persistent sites. ROSE algorithm [13] was used on the same dataset to call ERα LDECs.

For the temporal data analysis we used time course ChIP-seq data from [4]. We have defined the unique and persistent sites based on the temporal dataset (Sites with no signal in 0 min in the temporal dataset is classified as transient and those with signal in 0 min classified as persistent). The persistent sites were divided into 4 quantiles based on their signal in the–E2 condition, defined based on signal intensity range as 0–0.25, 0.25–0.5, 0.5–0.75, and 0.75–1. We combined the bottom 2 quantiles into a signal quantile as the temporal data showed no signal in the bottom-most quantile, thus resulting in 3 quantiles, with 1961, 908, and 910 sites in the first, second, and the third quantile respectively.

### ERα-clustered enhancers

ChIP-seq peaks called (described above) were selected if they were within 20kb distance of each other. Clustered enhancers were considered as clusters of three or more such peaks.

### Super-enhancer calling

Super-enhancers were identified using the ROSE (Rank Ordering of Super-enhancers) algorithm (https://bitbucket.org/young_computation/) using the aligned ChIP-seq reads as input with parameters -s 15000.

### Phast-Cons analysis

Phast-Cons scores (scores for multiple alignments of 99 vertebrate genomes to the human genome) across the human genome as a bigwig file was obtained from UCSC genome browser. This was then used to plot Phast-Cons scores across different regions.

### GRO-seq analysis

The reads were aligned to hg18 assembly using default Bowtie2 options. The reads were counted from the region between +1kb of gene promoter proximal end to 13kb of the gene body using HOMER for each gene. The read densities were calculated similar to that of the ChIP-seq analysis in a strand specific format.

### FOXA1 knockdown

Cells were transfected with FOXA1 specific siRNAs (L-010319-00-0005). Cells were harvested 24h post transfections to measure the RNA and protein levels of ERα and FOXA1.

### 5C library preparation and data analysis

5C oligos were designed in alternate orientation [21] on ERα peaks overlapping with very strong enhancers on chr21 as identified in [2]. For normalizing the digestion and ligation efficiency biases between the samples, the 5C oligos were designed on ENCODE chr16 gene desert region [21], sequences of all 5C oligos are mentioned in S1 Table. 5C was performed in duplicates using BamHI restriction endonuclease in ICI and 1h E2 treated cells as reported [53,54]. Number of reads for each 5C in ICI are shown in the S2 Table and the Pearson correlation was more than 0.95 for ICI as well as E2 libraries. Raw sequencing reads were mapped to an artificial genome of all possible combinations of forward and reverse primers using Bowtie2. The uniquely mapped reads were then used to build a matrix of interactions between all the reverse and forward primers. The intra-chromosome 21 primers interactions were then normalized to their interactions with chr16 gene dessert for each interaction combination. The normalized read counts for the forward and the reverse oligos falling in a given region were binned and sum of the reads was plotted as arches using Sushi (http://www.bioconductor.org/) in Fig 3F and 3G.

### ChIA-PET data analysis

ERα ChIA-PET in MCF-7 interaction files were obtained from ENCODE. All three replicates were merged to obtain common ends in all replicates using pairtopair tool from BED tools. Interaction ends were annotated as the different classes of ERα sites using pairtobed BEDtool. The number of interacting partners from each annotated interaction end was defined as the degree of the ERα site and the degree was then plotted for the different classes.

### Shannon entropy calculations

Entropy values for every 100 kb bins before and after E2 treatmnets were directly taken from [9] and were plotted for the bins mentioned in Fig 3B.

### Immunostaining

Immunostaining was performed as mentioned in [55]. Briefly, MCF-7 cells were grown on TC coated coverslips in phenol free media containing charcoal stripped serum for 24 hrs. Cell were treated with 10nM E2 or ethanol as vehicle for various time points before fixing them with 4% paraformaldehyde or methanol for 10 minutes followed by permeabilization for 10 min with 0.1% Triton-X-100 in PBS followed by blocking with 1% BSA for 15 min. Coverslips were incubated with ERα antibody (sc-8002, Sigma-Aldrich Corporation) followed by incubation with secondary antibodies conjugated with fluorophores (Life sciences Inc.). Coverslips were treated with 1nM DAPI for 2 min and mounted using Vectashield antifade mounting media (H-1200, Vector Laboratories). Immunofluorescence slides using similar settings were imaged using PLAPON 60x/1.42 oil objective of Olympus FV3000 microscope. DAPI signal was used to identify surfaces denoting the nuclear volume. ERα immunofluorescence signal was used to identify spherical spots of 0.8um in both the treated and untreated cells using similar intensity thresholds. The mean intensity of ERα signal at the identified ERα spots was calculated and plotted.

### Cell imaging

Cells were imaged using PLAPON 60x/1.42 oil objective of Olympus FV3000 microscope. Images were taken with intervals of 1.1 seconds.

### Immunofluorescence (IF) coupled with DNA-FISH and the analysis

IF/DNA-FISH was performed following the protocol as described in [56]. Briefly, Cells were permeabilized through treatment with cytoskeletal extraction buffer (CSK:100 mM NaCl, 300 mM sucrose, 3 Mm MgCl2, and 10 mM PIPES buffer, pH 6. 8) containing 0.4% Triton X-100 (SRL, #64518) and fixed with 4% paraformaldehyde. For IF, cells were washed 3X in PBS for 3 min each and then incubated in blocking buffer (0.5 mg/mL BSA, in 1X PBS with 0.2% Tween-20) for 30 min at 37°C in a humid chamber. Following blocking, cells were next incubated with ERα antibody (sc-8002, Sigma-Aldrich Corporation) for 1 hr. The samples were then washed 3X in PBS/0.2% Tween 20 for 3 min. and incubated with fluorescently-conjugated secondary antibody (Alexa Fluor, Invitrogen) for 30 min. After three washes in PBS/0.2% Tween-20 for 3 min each, cells were processed for DNA FISH. For DNA FISH, cells were refixed with 1% paraformaldehyde containing 0.5% Tergitol and 0.5% Triton X-100. Next, dehydration was done through wash with ethanol series (70%, 85%, and 100% ethanol, 2 min each) and air dried for 15 mins. The cells were then treated with RNase A (1.25 ug/μl) at 37°C for 30 min. The cells were again dehydrated and air dried as described above. The samples were then denatured in a prewarmed solution of 70% formamide in 2X SSC on a glass slide stationed on top of a heat block set at 95°C for 11 min followed immediately by dehydration through a -20°C chilled ethanol series (70%, 85%, 95%, and 100% ethanol, 2 min each). The cells were then air dried and hybridized with probe for overnight at 37°C. The next day, the samples were washed twice with prewarmed 50% formamide/2X SSC solution at 39°C and 2X with 2X SSC, 7 min each. The dsDNA FISH probes were made by randomly-priming DNA templates using BioPrime DNA Labeling System (18094011, Invitrogen). Probes were labelled with Fluorescein-12-dUTP (Invitrogen) and Cy3-dUTP (ENZO life science).

Following BAC probe (BACPAC Resources) was used:

NRIP1: RP11-213G23 (hg18, chr21:15245033–15430733)

TFF1: RP11-619I15 (hg18, chr21:42514453–42703548)

### ImmunoFISH intensity analysis

The Immunofluorescence coupled DNA-FISH slides were imaged using PLAPON 60x/1.42 oil objective of Olympus FV3000 microscope with the same settings. IMARIS was used for the colocalisation analysis. ERα immunofluorescence and FISH signal was used to identify spherical spots of 0.8um and 1um diameter respectively. Spots were identified using the same intensity thresholds. Spots colocalising with each other were identified with distance threshold of 1 pixel and classified as colocalised and non-colocalised spots. The intensity of ERα signal at the ERα and NRIP1 spots was calculated and plotted.

For the TFF1 FISH analysis we have used normalised intensity values to correct for any differences in the total ERα intensities between wildtype and TFF1 delete cells. These values were calculated by first identifying TFF1 FISH spots as described above. The nucleus is then identified based on DAPI. The mean intensity of ERα was calculated on the FISH spot. This value is then divided by the mean intensity of ERα in the corresponding nucleus to obtain the normalised intensity of ERα on the FISH spot. This value is a measure of relative enrichment of ERα signal on the FISH spot compared to the corresponding nucleus.

$$Normalised\;Intensity=\frac{Mean\;Intensity\;of\;ERa\;Within\;FISH\;spot}{Mean\;Intensity\;of\;ERa\;Within\;Corresponding\;Nucleus}$$

We used an arbitrary normalised intensity (enrichment ratio) of 1.4 to define co-localisation of ERα with the the FISH spot.

To test the specificity of ERa signal on TFF1 FISH spot, we generated random ROIs (region of interest) within the nuclei of the different fields using matlab. We then identified spots and quantified the normalised intensity within random nuclear regions as described earlier.

### FRAP quantification

GFP-ERα (Addgene #Plasmid 28230) was overexpressed in MCF7 cells in phenol free media with charcoal stripped serum. Cells were treated with Ethanol (Vehicle) or with E2 (10 nM) for one hour post 24h of transfections. For 1,6-HD treatments, 5% 1,6-HD was given to transfected cells that were pretreated with E2 for 30 min to continue other 30 min but along with 1,6-HD. FRAP was performed on Olympus FV3000 microscope with 488nm laser. Bleaching was performed over an area of 1*μm* using 100% laser power and images were collected every two seconds. The intensity of the photo-bleached ROI was calculated across all the frames in Fiji [57]. Background intensity was subtracted from the value of intensity at the ROI at each frame. This value was then normalized to the whole cell intensity and plotted. The same value is calculated for an unbleached ROI in the same way as well and plotted to control for bleaching due to image acquisition [58].

### RNA isolation and cDNA synthesis

RNA was isolated using Trizol (Invitrogen) as per the manufacturer protocol. 1 μg of RNA was taken for cDNA synthesis using random hexamer as per manufacturer guideline (Superscript IV RT-PCR kit, Life Technologies). cDNA was subjected to real time PCR in triplicates in CFX96 touch real time PCR (Bio-rad laboratories) using oligos mentioned in S3 Table. Fold changes were calculated by 2^-ΔΔct^ formula. GAPDH or b-actin expression was taken as control for fold changes in gene expression.

### HiC-analysis

The raw reads were mapped to hg18 assembly using bowtie 2. The HOMER program makeTagDirectory was first used to create tag directories with tbp 1. Data was further processed by HOMER in order to remove small fragment and self-ligations using makeTagDirectory with the following options: -removePEbg -removeSpikes 10000 5. Next, findTADsAndLoops.pl was used to obtain overlapping TADs, produced at a 20kb resolution with 40kb windows. Smallest overlapping TADs were selected and intersected with ERα clusters. Strength of these TADs were obtained as Inclusion Ratios (the ratio of intra-TAD interactions relative to interactions from the TAD to the surrounding region (both upstream and downstream of the TAD to regions the same size as the TAD) across the different conditions using findTADsAndLoops.pl score option.

### Nuclear lysate fractionation and immunoblotting

Cells were washed twice in phosphate buffered saline (1XPBS) and cell pellet was carefully suspended in 200ul of SFI Buffer (100mM NaCl, 300mM Sucrose, 3mM MgCl2, 10mM PIPES [pH 6.8], 1mM EGTA, 0.2% Triton X-100,) with PIC. Cells were incubated for 30 mins at 4°C and then pelleted down at 2900 rpm for 5 min at 4°C, and the supernatant was collected (Soluble fraction). The pellet was carefully washed twice in SFI buffer and chromatin bound fraction was extracted by adding 2X protein loading dye to the pellet. Fractions were loaded on 15% SDS PAGE and western was done for ERα (sc-8002 Santa Cruz Biotechnology), GAPDH (sc-32233 Santa Cruz Biotechnology), Histone H3 (H0164, Sigma-Alderich). Cellular lysates prepared were separated on 15% SDS-PAGE gels. The protein transfer was carried out in Tris-glycine buffer at 30V for 1 hour on ice using 0.45μ PVDF membrane (Millipore). Membrane was blocked in 5% non-fat dry milk made in TBST and further incubated for three hours with primary antibodies followed by stringent washings. Membranes were probed with HRP-conjugated secondary antibody (Bio-rad Laboratories). Signal amplification was performed using ECL substrate (RPN2106, GE Healthcare). Images were captured on Image Quant LAS4000 with CCD camera. Anti-FOXA1 (ab5089, Abcam) and MED1 (A3007938, Bethyl) were used for total protein levels.

### gRNA design and cloning

We used gRNA design tool at crispr.mit.edu to design the gRNAs for ERα peak in the GREB1 and TFF1 persistent and transient sites (S3 Table). The gRNAs were cloned in a customized PX459 vector (pSpCas9(BB)-2A-Puro V2.0, Addgene # 62988) [59] was a gift from Feng Zhang. The Cas9 enzyme cassette was removed from PX459 by digesting it with Xba1 and Not1 followed by blunt end ligation. The cloning of the gRNAs in the customized PX459 plasmid was performed as per the Zhang Lab general cloning protocol.

### Deletion of persistent sites

Cells were transfected with cas9 plasmid and gRNAs constructs described above. Transfected cells were kept under puromycin selection for 48h post 24h of transfection. After two days of selection, cells were diluted at the density of 0.5 cell/100 μl and 100 μl was dispensed into each well of a 96 plate. Wells containing single cells were identified under microscope and marked. Media was changed every 5 days till the colony appeared. Colonies from single cells were screened for the homozygous deletion. Second round of gRNA transfection was done on heterozygous line that was obtained from the first round of cas9 experiment.

### CRISPR blocking and surveyor assays on GREB1 persistent site

For CRISPR blocking, dcas9 plasmid along with scr gRNA or two gRNA specific to GREB1 persistent site were transfected in 24h hormone stripped MCF-7 cells. As a control for gRNA specificity, surveyor assays were performed for which, active cas9 along with scr or GREB1 PS gRNA’s were transfected in a separate dish. 24h post transfections, CRISPRi cells were harvested for ChIP and gene expression analysis whereas, cells transfected with active cas9 were analysed for cut products using primers that flank the gRNA binding sites of GREB1 persistent sites.

## Supporting information

S1 Fig ERα clusters around persistent sites in an E2-dependent manner. (A) Venn diagram shows distribution of ERα on various genomic regions. (B) Strength of ERα occupancy, DHS, and H3K27ac levels at ERα peaks before and after E2 treatments. (C) Heatmaps of ERα, DHS, and H3K27ac 2.5 kb upstream and downstream regions from the center of the ERα peaks in untreated and E2 treated condition. (D) Heatmaps depicting the relative binding of ERα on -E2 specific unique sites, persistent sites and transient sites across different datasets. (E) H3K27ac enrichment plot in minus and plus E2 on 2880 -E2 unique, persistent, transient closer to 3^rd^ quantile, and transient sites. (F) ERα binding strength is affected upon siRNA mediated knockdown of ERα in untreated cells (data from Caizzi et al., 2014.) (G) ERα binding strength on 2880 -E2 unique sites is affected upon siRNA mediated knockdown of ERα in untreated cells (data from Caizzi et al., 2014).
(TIF)

S2 Fig Persistent sites are bound by ERα in ligand independent manner. (A) Heatmap showing the relative ERα binding strength on various classes of ERα binding sites after 7 days of stripping and frequent change of media. (B) Immunoblot for ERα, GAPDH and Histone H3 in nucleoplasmic (soluble) and chromatin bound biochemical fractions in cells stripped for 7 days followed by 60 and 180 min E2 treatments. (C) (top panel) Known Motif enrichment analysis identifies full ERE in both persistent (p = 10^−1136^) and transient sites (p = 10^−5402^) whereas FOXA1 is enriched uniquely in persistent with p = 10^−226^ and in -E2 unique sites p = 10^−174^. (D) Heatmaps representing the strength of FOXA1 binding in different categories of ERα peaks in treated and untreated cells. Strength was measured at 1.5 kb upstream and downstream of center of ERα peak.
(TIF)

S3 Fig ERα binding in genomic clusters. (A) ERα binding strength in clusters with and without persistent sites in E2 untreated and treated conditions. (B) Number of ERα peaks are greater in clusters with persistent site as compared to clusters without persistent sites. (C) Phast-cons score of persistent, 3^rd^ quantile persistent, transient, and transient near persistent sites.
(TIF)

S4 Fig ERα and DHS in genomic clusters. (A) Heatmaps exhibit the loss of ERα binding strength at every 2 consecutive EREs from persistent site (B) Heatmap shows DHS signal on sites in panel A.
(TIF)

S5 Fig ERα clustered enhancers but not conventional super enhancers control E2 target genes. (A) GRO-seq tag count shows the relative higher expression of genes near clusters with a persistent site. (B) GRO-seq tag count shows higher expression of genes closer to persistent vs. transient, random and -E2 unique sites. Note: relative higher expression of these genes (first bar) even in untreated cells. (C) ChIA-PET data plotted from one ERα ChIA-PET replicates on *GREB1* LDEC as shown in Fig 3D. (D) TAD structure around *TFF1* and *UMODL1* genes in MCF-7 cells.
(TIF)

S6 Fig Deletion and blocking of persistent sites. (A) UCSC genome browser snap shot of *TFF1* region showing blue highlighted persistent sites. Dashed line box marks the deleted regions. (B) Surveyor assay using the oligos specific for the region outside the deleted PS. Wt genomic DNA exhibits the larger molecular weight amplicon compared to the amplicon from ΔPS-Tff1 genomic DNA. (C) Sanger sequencing chromatogram shows the fusion of yellow and blue highlighted regions in TFF1 delete line, whereas these regions are 1611 nucleotide apart in wild type cells. (D) UCSC genome browser snapshot on TFF1 PS region shows the loss of ERα ChIP-seq peaks in delete cells as compared to wild-type cells (Upper track). Browser snap shot on the wider region around deleted TFF1 site, highlighted region depicts the deleted region (Lower track). (E) UCSC genome browser snap shot of *GREB1* region showing blue highlighted persistent site which was blocked by specific gRNAs. (F) gRNA’s cut the specific region within the enhancer as shown by surveyor assay using oligos outside of blocked region, PCR was performed on population of cells after transfection so larger and smaller both amplicons are seen.
(TIF)

S7 Fig Persistent sites are required for the emergence of transient ERα sites within clustered enhancers. (A) Conformation of TFF1 persistent site deletion in second CRISPR clone (Left panel) and conformation of deletion by sequencing of genomic DNA (Right Panel) (B) UCSC genome bowser track on TFF1 cluster showing ERα ChIP-seq peaks in untreated and treated cells. Highlighted regions depict the deleted region. (C) ChIP-qPCRs shows the loss of ERα binding at different regions of TFF1 cluster upon persistent site deletion in second CRIPSR clone. (D) ChIP-qPCRs confirm the loss of ERα binding at P3 site where gRNAs were targeted in the GREB1 cluster (Upper panel); a modest loss of ERα binding was seen on distal ERα binding site in neighboring TAD (Lower panel). (E) ChIP-qPCRs shows effect in ERα binding strength at GREB1 enhancer region when persistent site near promoter was blocked with gRNAs.
(TIF)

S8 Fig ERα occupancy on E2-target regions. UCSC Genome Browser shots show the occupancy of ERα in WT and ΔTFF1-PS line at various E2 target genes.
(TIF)

S9 Fig ERα puncta are formed on LDECs by coalescing. (A) Representative immunoFISH image for NRIP1 (Left panel) and mean ERα intensity on NRIP1 FISH spots (Right panel). (B) Comparison of ERα intensity on all puncta vs. the puncta that overlap with *NRIP1* loci by immunoFISH upon ICI and E2 treatment for 1h. (C) Time lapse microscopy images of GFP-ERα upon 1,6-HD treatment in cells treated with E2 for one hour. 0 vs. 440 sec shows significant loss of ERα punctate pattern (D) UCSC genome browser snapshot of *TFF1* region showing the ERα ChIP-seq peaks in untreated (Top track) and E2 treated (Bottom track) conditions. Dashed boxes mark the regions on which ERα occupancy was measured upon 1,6-HD treatments. (E) ChIP-qPCRs for ERα on R3 and R4 peaks upon 1,6-HD treatments in E2 treated and untreated conditions.
(TIF)

S10 Fig Emergence of ERα clustering is correlated with robust target gene expression. (A) GRO-seq tag counts from plus and minus strands at different categories of ERα peaks during E2 time course. (B) Relative mRNA expression of genes closer to LDEC at different hours of E2 signaling. (C) Immunoblots probed for MED1, FOXA1 and GAPDH in ICI and 60, 180min and 24h post E2 exposure. (D) Levels of ESR1 and FOXA1 by qRT-PCR (upper Panel) and immunoblot for ERα and GAPDH (lower Panel).
(JPG)

S1 Movie Live imaging of GFP-ERα upon E2 stimulation. Rest period 4.8sec, exposure 3.2 sec. total interval 8 sec. Three movies taken for different periods were stitched together.
(ZIP)

S2 Movie Live imaging of GFP-ERα post E2 stimulation. Rest period 4.8sec, exposure 3.2 sec. total interval 8 sec.
(ZIP)

S1 Table The table lists the sequences of forward and reverse oligo used in 5C experiments.

S2 Table The table shows the number of reads from 5C experiments.

S3 Table The table lists the sequences of primers used in qRT-PCRs and CRISPR studies.

S4 Table The table shows the accession numbers of publicly available and our unpublished data used in the study.

S5 Table The table shows the called peaks for all ERα peaks, Persistent peaks, transient peaks, LEDC and TADs from processed NGS data.

# Supplementary material for: Ligand dependent gene regulation by transient ERα clustered enhancers
**Source:** PLoS Genet. 2020 Jan 6;16(1):e1008516. doi: 10.1371/journal.pgen.1008516
**Supplement:** S1 Table

TableS1: 5C oligos used in the study:

**Chr21 Forward Oligo ID**	**Sequences (5'-3')**	**Modification**
5C_chr21-BamHI_FOR_2	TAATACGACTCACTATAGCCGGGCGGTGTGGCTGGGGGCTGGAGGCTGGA	
5C_chr21-BamHI_FOR_4	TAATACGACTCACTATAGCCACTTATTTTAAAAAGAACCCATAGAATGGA	
5C_chr21-BamHI_FOR_101	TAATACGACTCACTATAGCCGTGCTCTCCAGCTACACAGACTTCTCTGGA	
5C_chr21-BamHI_FOR_103	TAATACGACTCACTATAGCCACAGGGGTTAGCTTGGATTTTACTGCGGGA	
5C_chr21-BamHI_FOR_106	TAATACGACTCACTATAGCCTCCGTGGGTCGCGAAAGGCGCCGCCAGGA	
5C_chr21-BamHI_FOR_108	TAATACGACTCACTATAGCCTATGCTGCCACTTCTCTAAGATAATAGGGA	
5C_chr21-BamHI_FOR_120	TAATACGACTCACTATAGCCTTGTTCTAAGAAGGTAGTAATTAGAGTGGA	
5C_chr21-BamHI_FOR_123	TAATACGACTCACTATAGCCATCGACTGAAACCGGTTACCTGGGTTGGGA	
5C_chr21-BamHI_FOR_125	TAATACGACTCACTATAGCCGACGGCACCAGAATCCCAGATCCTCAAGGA	
5C_chr21-BamHI_FOR_127	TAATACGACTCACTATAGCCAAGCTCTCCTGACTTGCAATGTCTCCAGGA	
5C_chr21-BamHI_FOR_129	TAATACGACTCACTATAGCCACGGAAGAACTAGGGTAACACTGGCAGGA	
5C_chr21-BamHI_FOR_170	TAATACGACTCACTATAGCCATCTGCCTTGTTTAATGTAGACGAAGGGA	
5C_chr21-BamHI_FOR_173	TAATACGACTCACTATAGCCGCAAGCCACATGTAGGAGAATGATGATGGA	
5C_chr21-BamHI_FOR_193	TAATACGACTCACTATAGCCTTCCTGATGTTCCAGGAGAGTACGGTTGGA	
5C_chr21-BamHI_FOR_299	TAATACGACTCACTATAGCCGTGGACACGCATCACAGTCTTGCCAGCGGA	
5C_chr21-BamHI_FOR_301	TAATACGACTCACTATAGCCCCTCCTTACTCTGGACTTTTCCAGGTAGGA	
5C_chr21-BamHI_FOR_341	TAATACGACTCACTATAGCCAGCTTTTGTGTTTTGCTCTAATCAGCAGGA	
5C_chr21-BamHI_FOR_481	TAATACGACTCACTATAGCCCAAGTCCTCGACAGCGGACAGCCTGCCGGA	
5C_chr21-BamHI_FOR_660	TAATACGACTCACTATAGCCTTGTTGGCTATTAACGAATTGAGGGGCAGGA	
5C_chr21-BamHI_FOR_662	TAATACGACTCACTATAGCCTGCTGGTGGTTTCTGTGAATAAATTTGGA	
5C_chr21-BamHI_FOR_663	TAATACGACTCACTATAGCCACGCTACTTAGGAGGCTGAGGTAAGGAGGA	
5C_chr21-BamHI_FOR_676	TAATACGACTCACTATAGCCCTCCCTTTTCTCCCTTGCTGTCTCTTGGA	

5C_chr21-BamHI_FOR_818	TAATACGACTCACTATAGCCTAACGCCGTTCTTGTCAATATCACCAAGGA	
5C_chr21-BamHI_FOR_820	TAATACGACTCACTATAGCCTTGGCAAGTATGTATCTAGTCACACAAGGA	
5C_chr21-BamHI_FOR_1377	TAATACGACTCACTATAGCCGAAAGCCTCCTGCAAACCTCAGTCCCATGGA	
5C_chr21-BamHI_FOR_1379	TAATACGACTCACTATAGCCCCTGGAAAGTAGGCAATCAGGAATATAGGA	
5C_chr21-BamHI_FOR_1384	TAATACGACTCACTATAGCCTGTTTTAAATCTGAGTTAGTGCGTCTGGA	
5C_chr21-BamHI_FOR_1386	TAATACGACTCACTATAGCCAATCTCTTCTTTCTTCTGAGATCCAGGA	
5C_chr21-BamHI_FOR_1389	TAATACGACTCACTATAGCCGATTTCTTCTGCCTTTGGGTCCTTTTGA	
5C_chr21-BamHI_FOR_1391	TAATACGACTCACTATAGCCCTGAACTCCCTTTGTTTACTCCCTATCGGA	
5C_chr21-BamHI_FOR_1393	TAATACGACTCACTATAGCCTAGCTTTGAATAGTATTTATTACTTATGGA	
5C_chr21-BamHI_FOR_1395	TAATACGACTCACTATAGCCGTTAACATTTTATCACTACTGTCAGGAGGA	
5C_chr21-BamHI_FOR_1402	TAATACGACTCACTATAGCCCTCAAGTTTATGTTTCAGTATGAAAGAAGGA	
5C_chr21-BamHI_FOR_1404	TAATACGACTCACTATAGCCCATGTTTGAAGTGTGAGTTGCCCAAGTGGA	
5C_chr21-BamHI_FOR_1610	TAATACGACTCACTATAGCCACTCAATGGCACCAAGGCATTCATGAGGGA	
5C_chr21-BamHI_FOR_1612	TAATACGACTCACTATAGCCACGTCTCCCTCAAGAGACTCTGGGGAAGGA	
5C_chr21-BamHI_FOR_1615	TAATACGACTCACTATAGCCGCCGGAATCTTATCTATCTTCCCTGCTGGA	
5C_chr21-BamHI_FOR_1617	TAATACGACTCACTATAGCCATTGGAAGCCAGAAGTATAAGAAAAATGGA	
5C_chr21-BamHI_FOR_2069	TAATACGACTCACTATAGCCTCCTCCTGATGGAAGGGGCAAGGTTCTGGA	
5C_chr21-BamHI_FOR_2072	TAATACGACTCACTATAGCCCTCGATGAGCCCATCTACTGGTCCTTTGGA	
5C_chr21-BamHI_FOR_2075	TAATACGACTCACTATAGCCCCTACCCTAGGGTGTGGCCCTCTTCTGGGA	
5C_chr21-BamHI_FOR_2238	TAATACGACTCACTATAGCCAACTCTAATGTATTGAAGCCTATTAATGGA	
5C_chr21-BamHI_FOR_2240	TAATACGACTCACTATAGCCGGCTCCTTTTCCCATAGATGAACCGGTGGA	
5C_chr21-BamHI_FOR_2243	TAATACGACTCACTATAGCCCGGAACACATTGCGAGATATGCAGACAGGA	
5C_chr21-BamHI_FOR_2245	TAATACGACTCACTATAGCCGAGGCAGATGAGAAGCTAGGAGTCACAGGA	
5C_chr21-BamHI_FOR_2272	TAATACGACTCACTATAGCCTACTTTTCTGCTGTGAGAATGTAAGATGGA	
5C_chr21-BamHI_FOR_2274	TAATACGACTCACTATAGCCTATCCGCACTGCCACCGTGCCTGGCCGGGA	
5C_chr21-BamHI_FOR_2275	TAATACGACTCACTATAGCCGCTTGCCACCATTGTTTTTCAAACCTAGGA	

5C_chr21-BamHI_FOR_2278	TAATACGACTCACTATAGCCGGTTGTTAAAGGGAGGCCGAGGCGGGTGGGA	
5C_chr21-BamHI_FOR_2280	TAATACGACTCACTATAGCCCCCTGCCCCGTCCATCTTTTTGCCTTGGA	
5C_chr21-BamHI_FOR_2284	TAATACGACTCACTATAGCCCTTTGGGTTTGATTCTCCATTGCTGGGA	
5C_chr21-BamHI_FOR_2289	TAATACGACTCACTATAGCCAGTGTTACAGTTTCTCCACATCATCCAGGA	
5C_chr21-BamHI_FOR_2301	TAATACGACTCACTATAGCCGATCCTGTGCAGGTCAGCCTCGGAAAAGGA	
5C_chr21-BamHI_FOR_2304	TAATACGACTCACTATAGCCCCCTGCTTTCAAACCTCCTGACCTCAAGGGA	
5C_chr21-BamHI_FOR_2307	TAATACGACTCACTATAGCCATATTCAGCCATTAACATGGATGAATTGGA	
5C_chr21-BamHI_FOR_2309	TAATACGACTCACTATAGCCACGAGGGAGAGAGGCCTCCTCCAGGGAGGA	
5C_chr21-BamHI_FOR_2314	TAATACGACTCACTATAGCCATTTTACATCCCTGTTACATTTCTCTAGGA	
5C_chr21-BamHI_FOR_2316	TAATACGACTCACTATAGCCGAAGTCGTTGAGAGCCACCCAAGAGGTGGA	
5C_chr21-BamHI_FOR_2317	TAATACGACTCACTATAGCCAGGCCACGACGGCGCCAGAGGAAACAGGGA	
5C_chr21-BamHI_FOR_2322	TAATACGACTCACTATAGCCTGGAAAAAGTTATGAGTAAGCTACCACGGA	
5C_chr21-BamHI_FOR_2422	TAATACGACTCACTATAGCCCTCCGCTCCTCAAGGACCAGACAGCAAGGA	
5C_chr21-BamHI_FOR_2424	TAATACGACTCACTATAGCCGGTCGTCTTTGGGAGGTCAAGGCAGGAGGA	
5C_chr21-BamHI_FOR_2443	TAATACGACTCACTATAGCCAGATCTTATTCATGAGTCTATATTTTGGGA	
5C_chr21-BamHI_FOR_2447	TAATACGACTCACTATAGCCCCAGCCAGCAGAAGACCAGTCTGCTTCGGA	
5C_chr21-BamHI_FOR_2449	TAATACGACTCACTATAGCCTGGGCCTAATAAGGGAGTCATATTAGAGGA	
5C_chr21-BamHI_FOR_2460	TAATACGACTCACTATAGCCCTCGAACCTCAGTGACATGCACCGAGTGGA	
5C_chr21-BamHI_FOR_2462	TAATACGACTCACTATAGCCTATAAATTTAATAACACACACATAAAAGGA	
5C_chr21-BamHI_FOR_2494	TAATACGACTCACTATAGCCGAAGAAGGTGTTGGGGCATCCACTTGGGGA	
5C_chr21-BamHI_FOR_2496	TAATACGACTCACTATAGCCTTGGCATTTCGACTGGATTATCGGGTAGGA	
5C_chr21-BamHI_FOR_2521	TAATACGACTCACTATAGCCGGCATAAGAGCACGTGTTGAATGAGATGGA	
5C_chr21-BamHI_FOR_2523	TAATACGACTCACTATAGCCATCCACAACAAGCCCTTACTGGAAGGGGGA	
5C_chr21-BamHI_FOR_2614	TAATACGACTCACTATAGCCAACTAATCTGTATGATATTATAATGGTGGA	
5C_chr21-BamHI_FOR_2616	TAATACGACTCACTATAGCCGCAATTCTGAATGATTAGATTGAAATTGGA	

5C_chr21-BamHI_FOR_2618	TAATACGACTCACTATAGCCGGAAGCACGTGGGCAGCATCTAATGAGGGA	
5C_chr21-BamHI_FOR_2620	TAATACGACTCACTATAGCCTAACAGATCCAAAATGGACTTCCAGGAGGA	
5C_chr21-BamHI_FOR_2666	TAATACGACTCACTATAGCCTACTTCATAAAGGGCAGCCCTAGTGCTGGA	
5C_chr21-BamHI_FOR_2668	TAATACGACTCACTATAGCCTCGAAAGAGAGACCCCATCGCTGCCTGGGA	
5C_chr21-BamHI_FOR_2671	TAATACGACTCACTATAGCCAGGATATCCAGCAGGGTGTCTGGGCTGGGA	
5C_chr21-BamHI_FOR_2673	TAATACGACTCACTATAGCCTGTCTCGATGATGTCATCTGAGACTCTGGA	
5C_chr21-BamHI_FOR_2736	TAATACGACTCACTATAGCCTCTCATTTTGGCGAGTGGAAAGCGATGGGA	
5C_chr21-BamHI_FOR_2738	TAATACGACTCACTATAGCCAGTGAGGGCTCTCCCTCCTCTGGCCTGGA	
5C_chr21-BamHI_FOR_2741	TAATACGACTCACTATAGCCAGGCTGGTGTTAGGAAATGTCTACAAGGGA	
5C_chr21-BamHI_FOR_2743	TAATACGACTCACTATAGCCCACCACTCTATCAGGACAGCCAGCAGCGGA	
5C_chr21-BamHI_FOR_2745	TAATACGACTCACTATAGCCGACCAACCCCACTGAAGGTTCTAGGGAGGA	
5C_chr21-BamHI_FOR_2779	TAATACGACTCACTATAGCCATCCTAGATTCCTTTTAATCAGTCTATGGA	
5C_chr21-BamHI_FOR_2782	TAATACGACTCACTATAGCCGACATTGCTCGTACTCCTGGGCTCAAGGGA	
5C_chr21-BamHI_FOR_2821	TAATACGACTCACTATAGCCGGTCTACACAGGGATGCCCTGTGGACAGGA	
5C_chr21-BamHI_FOR_2823	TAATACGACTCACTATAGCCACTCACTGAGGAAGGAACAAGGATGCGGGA	
5C_chr21-BamHI_FOR_2872	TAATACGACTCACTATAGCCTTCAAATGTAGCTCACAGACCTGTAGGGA	
5C_chr21-BamHI_FOR_2873	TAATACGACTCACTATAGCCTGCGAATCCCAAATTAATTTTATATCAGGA	
5C_chr21-BamHI_FOR_2874	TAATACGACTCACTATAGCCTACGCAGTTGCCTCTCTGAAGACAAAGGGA	
5C_chr21-BamHI_FOR_2877	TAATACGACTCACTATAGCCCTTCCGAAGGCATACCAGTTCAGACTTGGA	
5C_chr21-BamHI_FOR_3065	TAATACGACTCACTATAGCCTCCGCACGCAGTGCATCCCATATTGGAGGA	
5C_chr21-BamHI_FOR_3069	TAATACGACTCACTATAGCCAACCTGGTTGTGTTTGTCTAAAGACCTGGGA	
5C_chr21-BamHI_FOR_3078	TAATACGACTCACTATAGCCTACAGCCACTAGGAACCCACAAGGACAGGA	
5C_chr21-BamHI_FOR_3079	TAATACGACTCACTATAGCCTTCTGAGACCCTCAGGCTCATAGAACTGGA	
5C_chr21-BamHI_FOR_3082	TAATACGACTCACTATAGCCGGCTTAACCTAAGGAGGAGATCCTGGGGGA	
5C_chr21-BamHI_FOR_3099	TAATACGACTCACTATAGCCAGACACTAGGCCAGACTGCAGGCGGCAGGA	
5C_chr21-BamHI_FOR_3101	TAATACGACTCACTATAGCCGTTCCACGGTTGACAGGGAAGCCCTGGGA	
5C_chr21-BamHI_FOR_3161	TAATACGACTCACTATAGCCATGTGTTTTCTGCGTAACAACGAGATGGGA	

5C_chr21-BamHI_FOR_3163	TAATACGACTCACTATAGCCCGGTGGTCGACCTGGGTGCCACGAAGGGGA	
5C_chr21-BamHI_FOR_3165	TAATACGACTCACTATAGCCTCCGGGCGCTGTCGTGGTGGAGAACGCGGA	
5C_chr21-BamHI_FOR_3167	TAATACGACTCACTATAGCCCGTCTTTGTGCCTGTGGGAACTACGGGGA	
5C_chr21-BamHI_FOR_3169	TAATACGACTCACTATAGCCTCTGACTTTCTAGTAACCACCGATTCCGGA	
5C_chr21-BamHI_FOR_3171	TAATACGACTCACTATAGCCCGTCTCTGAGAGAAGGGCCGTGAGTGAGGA	
5C_chr21-BamHI_FOR_3174	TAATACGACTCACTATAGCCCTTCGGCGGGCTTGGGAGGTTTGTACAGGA	
5C_chr21-BamHI_FOR_3176	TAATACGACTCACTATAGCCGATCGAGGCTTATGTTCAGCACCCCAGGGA	
5C_chr21-BamHI_FOR_3203	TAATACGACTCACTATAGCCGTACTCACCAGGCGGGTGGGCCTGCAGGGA	
5C_chr21-BamHI_FOR_3206	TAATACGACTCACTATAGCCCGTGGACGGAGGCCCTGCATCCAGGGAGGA	
5C_chr21-BamHI_FOR_3229	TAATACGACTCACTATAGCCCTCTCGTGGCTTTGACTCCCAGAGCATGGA	
5C_chr21-BamHI_FOR_3231	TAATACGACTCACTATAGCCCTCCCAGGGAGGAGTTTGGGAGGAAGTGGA	
5C_chr21-BamHI_FOR_3234	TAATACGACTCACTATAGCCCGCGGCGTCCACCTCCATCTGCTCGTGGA	
5C_chr21-BamHI_FOR_3235	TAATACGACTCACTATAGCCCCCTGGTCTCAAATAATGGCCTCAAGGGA	
5C_chr21-BamHI_FOR_3237	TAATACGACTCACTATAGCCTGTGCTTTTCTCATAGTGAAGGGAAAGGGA	
5C_chr21-BamHI_FOR_3238	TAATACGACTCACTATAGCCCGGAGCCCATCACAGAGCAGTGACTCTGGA	
5C_chr21-BamHI_FOR_3240	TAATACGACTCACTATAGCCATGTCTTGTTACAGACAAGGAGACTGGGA	
5C_chr21-BamHI_FOR_3350	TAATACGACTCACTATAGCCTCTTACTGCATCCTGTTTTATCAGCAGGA	
5C_chr21-BamHI_FOR_3352	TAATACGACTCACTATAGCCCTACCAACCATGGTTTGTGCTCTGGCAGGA	
5C_chr21-BamHI_FOR_3353	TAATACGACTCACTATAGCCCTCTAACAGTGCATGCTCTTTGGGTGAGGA	
5C_chr21-BamHI_FOR_3355	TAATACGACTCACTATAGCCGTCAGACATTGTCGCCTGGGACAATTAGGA	
5C_chr21-BamHI_FOR_3398	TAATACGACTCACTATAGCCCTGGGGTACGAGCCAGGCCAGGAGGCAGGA	
5C_chr21-BamHI_FOR_3402	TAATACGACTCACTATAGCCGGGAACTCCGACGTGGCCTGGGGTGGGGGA	
5C_chr21-BamHI_FOR_3404	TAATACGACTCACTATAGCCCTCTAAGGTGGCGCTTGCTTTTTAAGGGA	
5C_chr21-BamHI_FOR_3406	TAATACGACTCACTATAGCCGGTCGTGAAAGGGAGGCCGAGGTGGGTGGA	
5C_chr21-BamHI_FOR_3454	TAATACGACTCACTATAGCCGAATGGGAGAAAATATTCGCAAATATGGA	
5C_chr21-BamHI_FOR_3456	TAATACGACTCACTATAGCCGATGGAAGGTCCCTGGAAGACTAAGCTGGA	
5C_chr21-BamHI_FOR_3466	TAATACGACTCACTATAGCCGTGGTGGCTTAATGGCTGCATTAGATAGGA	

5C_chr21-BamHI_FOR_3468	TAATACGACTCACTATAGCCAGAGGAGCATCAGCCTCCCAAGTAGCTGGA	
5C_chr21-BamHI_FOR_3470	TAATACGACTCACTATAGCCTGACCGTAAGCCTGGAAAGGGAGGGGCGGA	
5C_chr21-BamHI_FOR_3472	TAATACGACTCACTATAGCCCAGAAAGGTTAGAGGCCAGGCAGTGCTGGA	
5C_chr21-BamHI_FOR_3553	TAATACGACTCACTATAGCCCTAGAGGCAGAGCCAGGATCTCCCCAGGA	
5C_chr21-BamHI_FOR_3555	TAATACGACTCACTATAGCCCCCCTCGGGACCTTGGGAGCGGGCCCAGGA	
5C_chr21-BamHI_FOR_3569	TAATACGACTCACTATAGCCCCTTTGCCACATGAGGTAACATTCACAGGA	
5C_chr21-BamHI_FOR_3571	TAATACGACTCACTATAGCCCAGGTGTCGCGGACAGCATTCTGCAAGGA	
5C_chr21-BamHI_FOR_3724	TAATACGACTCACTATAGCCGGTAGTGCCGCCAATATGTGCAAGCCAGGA	
5C_chr21-BamHI_FOR_3726	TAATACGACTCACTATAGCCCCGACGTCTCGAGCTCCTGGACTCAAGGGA	
5C_chr21-BamHI_FOR_3784	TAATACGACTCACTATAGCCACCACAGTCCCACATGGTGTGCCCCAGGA	
5C_chr21-BamHI_FOR_3786	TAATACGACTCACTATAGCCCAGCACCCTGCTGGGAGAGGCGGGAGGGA	
5C_chr21-BamHI_FOR_3788	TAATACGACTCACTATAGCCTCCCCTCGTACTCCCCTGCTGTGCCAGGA	
5C_chr21-BamHI_FOR_3795	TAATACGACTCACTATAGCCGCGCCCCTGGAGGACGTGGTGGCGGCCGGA	
5C_chr21-BamHI_FOR_3802	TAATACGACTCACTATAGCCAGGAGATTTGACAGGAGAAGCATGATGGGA	
5C_chr21-BamHI_FOR_3804	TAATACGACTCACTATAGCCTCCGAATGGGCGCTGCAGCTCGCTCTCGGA	
5C_chr21-BamHI_FOR_3808	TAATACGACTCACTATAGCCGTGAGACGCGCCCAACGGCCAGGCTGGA	
5C_chr21-BamHI_FOR_3810	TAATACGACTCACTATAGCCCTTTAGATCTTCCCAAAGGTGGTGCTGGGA	
5C_chr21-BamHI_FOR_3914	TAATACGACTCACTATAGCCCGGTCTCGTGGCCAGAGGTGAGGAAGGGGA	
5C_chr21-BamHI_FOR_3916	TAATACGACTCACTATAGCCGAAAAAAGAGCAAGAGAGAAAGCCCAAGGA	
5C_chr21-BamHI_FOR_3921	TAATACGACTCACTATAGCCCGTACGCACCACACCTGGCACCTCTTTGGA	
5C_chr21-BamHI_FOR_3924	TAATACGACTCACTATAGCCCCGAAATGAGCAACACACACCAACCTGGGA	
5C_chr21-BamHI_FOR_3997	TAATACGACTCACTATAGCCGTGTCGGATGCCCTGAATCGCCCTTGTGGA	
5C_chr21-BamHI_FOR_3999	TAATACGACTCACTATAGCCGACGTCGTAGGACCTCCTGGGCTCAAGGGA	
**Chr21 Reverse Oligos ID**	**Sequences (5'-3')**	
5C_chr21-BamHI_REV_3	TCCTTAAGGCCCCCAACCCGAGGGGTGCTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_5	TCCAAC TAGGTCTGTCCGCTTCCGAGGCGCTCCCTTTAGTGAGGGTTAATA	5'Phosphor

5C_chr21-BamHI_REV_102	TCCAAC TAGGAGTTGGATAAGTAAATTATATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_105	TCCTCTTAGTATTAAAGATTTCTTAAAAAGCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_107	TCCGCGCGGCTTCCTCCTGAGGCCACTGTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_118	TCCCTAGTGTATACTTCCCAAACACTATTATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_121	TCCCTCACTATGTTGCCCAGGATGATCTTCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_124	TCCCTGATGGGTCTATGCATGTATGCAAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_126	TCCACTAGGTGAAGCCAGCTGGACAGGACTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_128	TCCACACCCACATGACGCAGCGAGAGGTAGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_174	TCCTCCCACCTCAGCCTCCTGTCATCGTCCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_190	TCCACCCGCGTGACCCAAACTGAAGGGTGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_192	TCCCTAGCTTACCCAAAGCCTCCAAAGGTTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_297	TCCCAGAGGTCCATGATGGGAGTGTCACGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_300	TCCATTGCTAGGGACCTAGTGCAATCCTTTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_340	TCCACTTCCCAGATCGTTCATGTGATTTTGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_342	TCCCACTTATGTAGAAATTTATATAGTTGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_482	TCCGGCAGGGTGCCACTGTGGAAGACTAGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_484	TCCAATAAGGTCAGTTCATTTAAATTC AATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_659	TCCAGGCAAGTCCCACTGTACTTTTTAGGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_661	TCCTTAGTGGCACAAGTGAACATAGAAAAC TCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_664	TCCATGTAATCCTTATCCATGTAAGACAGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_677	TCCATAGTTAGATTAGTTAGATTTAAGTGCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_819	TCCATACAAC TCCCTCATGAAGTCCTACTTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1378	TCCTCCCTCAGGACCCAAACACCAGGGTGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1380	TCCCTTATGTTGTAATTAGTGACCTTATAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1381	TCCTTCAGGACCTCCGTGGCCAAGAGTGT TCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1383	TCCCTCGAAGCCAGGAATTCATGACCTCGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor

5C_chr21-BamHI_REV_1385	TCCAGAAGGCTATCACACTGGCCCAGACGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1387	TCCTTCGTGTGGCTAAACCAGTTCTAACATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1390	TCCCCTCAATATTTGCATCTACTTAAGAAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1392	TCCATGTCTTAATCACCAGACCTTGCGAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1394	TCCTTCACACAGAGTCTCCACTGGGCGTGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1403	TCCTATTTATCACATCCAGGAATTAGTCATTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1406	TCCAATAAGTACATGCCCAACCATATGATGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1609	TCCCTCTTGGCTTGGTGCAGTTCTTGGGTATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1611	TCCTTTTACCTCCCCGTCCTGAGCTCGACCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1614	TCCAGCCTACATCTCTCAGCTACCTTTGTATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_1616	TCCATAGTGTCTCTAACACAGGCCAGGTA CTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2068	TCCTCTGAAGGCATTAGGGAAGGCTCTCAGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2071	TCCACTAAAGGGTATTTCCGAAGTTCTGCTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2074	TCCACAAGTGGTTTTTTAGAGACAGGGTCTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2237	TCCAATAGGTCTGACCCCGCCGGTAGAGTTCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2239	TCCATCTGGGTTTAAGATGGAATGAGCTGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2242	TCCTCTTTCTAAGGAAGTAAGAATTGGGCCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2244	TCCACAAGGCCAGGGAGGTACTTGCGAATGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2271	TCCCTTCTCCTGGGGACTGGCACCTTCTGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2273	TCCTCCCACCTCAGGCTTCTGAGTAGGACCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2276	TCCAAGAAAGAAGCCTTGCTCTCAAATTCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2277	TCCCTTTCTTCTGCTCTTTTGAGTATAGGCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2279	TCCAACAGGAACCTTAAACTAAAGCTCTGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2283	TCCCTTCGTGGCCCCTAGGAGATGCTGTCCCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2285	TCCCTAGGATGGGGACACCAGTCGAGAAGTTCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2288	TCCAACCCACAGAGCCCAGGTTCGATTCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2300	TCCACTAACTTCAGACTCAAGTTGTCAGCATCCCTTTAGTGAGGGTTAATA	5'Phosphor

5C_chr21-BamHI_REV_2302	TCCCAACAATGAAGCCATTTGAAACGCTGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2308	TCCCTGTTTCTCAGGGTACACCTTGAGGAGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2310	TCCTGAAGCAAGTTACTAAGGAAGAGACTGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2313	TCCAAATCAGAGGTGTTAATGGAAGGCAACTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2315	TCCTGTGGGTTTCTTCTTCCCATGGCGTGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2320	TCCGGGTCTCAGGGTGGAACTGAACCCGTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2323	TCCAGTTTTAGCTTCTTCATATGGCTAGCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2423	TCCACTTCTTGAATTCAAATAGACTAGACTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2425	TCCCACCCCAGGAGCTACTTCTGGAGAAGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2442	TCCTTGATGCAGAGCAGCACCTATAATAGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2444	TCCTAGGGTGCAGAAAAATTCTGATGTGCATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2445	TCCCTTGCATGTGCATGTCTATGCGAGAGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2448	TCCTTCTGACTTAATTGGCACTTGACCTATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2459	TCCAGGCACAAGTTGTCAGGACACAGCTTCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2461	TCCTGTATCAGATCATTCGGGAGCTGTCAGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2493	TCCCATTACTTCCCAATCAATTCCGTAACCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2495	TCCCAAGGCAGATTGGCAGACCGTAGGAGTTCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2520	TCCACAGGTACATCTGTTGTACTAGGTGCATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2522	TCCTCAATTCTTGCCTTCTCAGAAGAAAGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2612	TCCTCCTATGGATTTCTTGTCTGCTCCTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2615	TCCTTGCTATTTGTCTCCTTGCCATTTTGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2619	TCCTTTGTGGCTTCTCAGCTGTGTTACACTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2667	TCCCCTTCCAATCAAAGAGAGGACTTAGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2669	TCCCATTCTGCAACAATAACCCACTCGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2670	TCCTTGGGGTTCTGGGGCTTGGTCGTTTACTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2672	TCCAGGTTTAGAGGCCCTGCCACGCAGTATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2737	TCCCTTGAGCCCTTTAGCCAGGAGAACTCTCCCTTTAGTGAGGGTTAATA	5'Phosphor

5C_chr21-BamHI_REV_2742	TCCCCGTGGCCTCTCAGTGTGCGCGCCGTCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2744	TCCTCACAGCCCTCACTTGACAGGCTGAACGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2778	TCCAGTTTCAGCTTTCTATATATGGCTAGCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2780	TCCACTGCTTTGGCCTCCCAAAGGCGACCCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2820	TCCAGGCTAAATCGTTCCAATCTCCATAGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2822	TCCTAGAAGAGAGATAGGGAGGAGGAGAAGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2869	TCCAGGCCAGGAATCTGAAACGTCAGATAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_FOR_2870	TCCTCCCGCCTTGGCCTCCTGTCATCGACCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2871	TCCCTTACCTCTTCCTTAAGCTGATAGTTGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2876	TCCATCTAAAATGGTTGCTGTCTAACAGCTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_2878	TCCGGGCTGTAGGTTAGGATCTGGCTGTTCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3064	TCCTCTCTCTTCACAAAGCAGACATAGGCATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3066	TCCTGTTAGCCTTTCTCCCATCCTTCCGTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3077	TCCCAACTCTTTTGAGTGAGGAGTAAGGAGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3081	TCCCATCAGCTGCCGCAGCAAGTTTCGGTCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3084	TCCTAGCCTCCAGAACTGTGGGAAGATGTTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3100	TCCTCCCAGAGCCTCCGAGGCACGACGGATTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3102	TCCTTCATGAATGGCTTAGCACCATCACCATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3162	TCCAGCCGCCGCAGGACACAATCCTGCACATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3164	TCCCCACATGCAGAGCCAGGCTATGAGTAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3166	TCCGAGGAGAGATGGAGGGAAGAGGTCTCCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3168	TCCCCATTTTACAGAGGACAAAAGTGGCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3170	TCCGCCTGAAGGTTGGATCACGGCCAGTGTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3172	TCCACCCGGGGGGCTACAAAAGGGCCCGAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3175	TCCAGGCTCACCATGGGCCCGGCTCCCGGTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3202	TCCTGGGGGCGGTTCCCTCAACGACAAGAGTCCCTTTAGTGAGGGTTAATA	5'Phosphor

5C_chr21-BamHI_REV_3205	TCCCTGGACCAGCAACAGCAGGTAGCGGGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3227	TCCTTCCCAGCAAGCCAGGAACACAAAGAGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3230	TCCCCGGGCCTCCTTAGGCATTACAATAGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3233	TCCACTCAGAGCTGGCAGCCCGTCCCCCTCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3236	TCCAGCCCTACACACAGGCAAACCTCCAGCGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3239	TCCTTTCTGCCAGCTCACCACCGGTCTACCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3242	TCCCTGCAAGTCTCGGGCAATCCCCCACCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3351	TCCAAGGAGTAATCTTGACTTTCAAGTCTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3354	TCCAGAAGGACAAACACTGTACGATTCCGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3356	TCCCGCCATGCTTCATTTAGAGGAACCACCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3399	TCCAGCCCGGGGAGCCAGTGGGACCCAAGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3403	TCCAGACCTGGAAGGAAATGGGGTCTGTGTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3405	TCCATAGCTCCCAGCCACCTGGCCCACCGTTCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3407	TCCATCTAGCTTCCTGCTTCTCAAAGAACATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3455	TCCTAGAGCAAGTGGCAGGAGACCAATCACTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3457	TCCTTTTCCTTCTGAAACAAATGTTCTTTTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3467	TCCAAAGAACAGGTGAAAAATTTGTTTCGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3469	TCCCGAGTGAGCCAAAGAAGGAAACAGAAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3471	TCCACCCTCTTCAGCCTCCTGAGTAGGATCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3552	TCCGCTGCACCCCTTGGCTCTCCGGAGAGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3554	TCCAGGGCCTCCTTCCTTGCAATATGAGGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3567	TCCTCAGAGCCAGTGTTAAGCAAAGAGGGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3570	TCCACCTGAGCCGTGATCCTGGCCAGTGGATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3723	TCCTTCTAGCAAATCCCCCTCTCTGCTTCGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3725	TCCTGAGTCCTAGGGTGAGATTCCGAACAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3783	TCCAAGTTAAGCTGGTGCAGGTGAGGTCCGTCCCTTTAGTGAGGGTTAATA	5'Phosphor

5C_chr21-BamHI_REV_3785	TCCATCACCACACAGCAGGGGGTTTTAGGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3787	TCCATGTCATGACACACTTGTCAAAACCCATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3789	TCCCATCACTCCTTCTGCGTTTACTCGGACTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3803	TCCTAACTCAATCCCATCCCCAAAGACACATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3805	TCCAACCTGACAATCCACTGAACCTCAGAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3806	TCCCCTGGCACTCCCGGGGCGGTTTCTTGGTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3809	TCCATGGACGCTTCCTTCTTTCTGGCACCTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3915	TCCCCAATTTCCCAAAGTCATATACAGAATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3917	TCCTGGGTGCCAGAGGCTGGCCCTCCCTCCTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3920	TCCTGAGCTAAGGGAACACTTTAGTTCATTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3922	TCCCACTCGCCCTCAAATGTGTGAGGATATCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3996	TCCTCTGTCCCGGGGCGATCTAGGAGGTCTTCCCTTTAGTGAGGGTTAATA	5'Phosphor
5C_chr21-BamHI_REV_3998	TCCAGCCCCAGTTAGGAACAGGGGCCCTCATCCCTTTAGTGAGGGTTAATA	5'Phosphor
**Chr16 Forward Oligos ID**	**Sequences (5'-3')**	
5C_chr16-BamHI_FOR_2	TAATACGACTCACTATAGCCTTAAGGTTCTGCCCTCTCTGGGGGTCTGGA	
5C_chr16-BamHI_FOR_3	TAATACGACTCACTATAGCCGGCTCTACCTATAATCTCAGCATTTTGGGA	
5C_chr16-BamHI_FOR_5	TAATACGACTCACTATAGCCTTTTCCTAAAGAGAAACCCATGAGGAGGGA	
5C_chr16-BamHI_FOR_9	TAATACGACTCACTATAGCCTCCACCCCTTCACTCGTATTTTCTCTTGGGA	
5C_chr16-BamHI_FOR_11	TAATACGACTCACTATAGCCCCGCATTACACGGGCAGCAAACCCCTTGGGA	
5C_chr16-BamHI_FOR_13	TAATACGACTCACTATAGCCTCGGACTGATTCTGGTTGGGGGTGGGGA	
5C_chr16-BamHI_FOR_15	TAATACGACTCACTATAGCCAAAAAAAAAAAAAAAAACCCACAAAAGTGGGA	
5C_chr16-BamHI_FOR_17	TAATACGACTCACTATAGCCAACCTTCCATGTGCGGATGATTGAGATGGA	
5C_chr16-BamHI_FOR_19	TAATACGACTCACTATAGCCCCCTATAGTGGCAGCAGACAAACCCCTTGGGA	
5C_chr16-BamHI_FOR_21	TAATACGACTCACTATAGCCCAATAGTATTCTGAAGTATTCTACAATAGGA	
5C_chr16-BamHI_FOR_24	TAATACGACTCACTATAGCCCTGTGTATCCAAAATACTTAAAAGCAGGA	
5C_chr16-BamHI_FOR_28	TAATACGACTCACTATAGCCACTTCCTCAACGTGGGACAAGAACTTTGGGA	

5C_chr16-BamHI_FOR_30	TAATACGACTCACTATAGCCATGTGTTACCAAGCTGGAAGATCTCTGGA	
5C_chr16-BamHI_FOR_32	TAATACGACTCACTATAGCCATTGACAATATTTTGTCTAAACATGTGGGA	
5C_chr16-BamHI_FOR_34	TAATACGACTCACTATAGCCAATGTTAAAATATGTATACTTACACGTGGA	
5C_chr16-BamHI_FOR_36	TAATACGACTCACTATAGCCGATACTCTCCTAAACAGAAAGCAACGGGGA	
5C_chr16-BamHI_FOR_38	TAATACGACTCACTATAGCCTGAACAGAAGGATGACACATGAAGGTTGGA	
5C_chr16-BamHI_FOR_40	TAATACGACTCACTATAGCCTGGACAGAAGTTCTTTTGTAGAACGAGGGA	
5C_chr16-BamHI_FOR_42	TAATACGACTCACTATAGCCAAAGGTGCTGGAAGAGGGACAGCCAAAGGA	
5C_chr16-BamHI_FOR_44	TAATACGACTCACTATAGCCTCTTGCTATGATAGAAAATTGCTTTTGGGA	
5C_chr16-BamHI_FOR_46	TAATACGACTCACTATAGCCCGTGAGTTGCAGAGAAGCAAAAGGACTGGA	
**Chr16 Reverse Oligos ID**	**Sequences (5'-3')**	
5C_chr16-BamHI_REV_1	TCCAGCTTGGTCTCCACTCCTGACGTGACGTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_4	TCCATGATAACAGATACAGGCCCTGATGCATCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_6	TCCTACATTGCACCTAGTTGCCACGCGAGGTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_10	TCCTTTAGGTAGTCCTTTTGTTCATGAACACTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_12	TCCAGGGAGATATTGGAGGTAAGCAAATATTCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_14	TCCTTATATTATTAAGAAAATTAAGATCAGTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_16	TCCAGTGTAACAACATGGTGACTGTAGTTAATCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_18	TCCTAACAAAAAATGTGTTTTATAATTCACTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_20	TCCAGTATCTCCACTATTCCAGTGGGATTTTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_23	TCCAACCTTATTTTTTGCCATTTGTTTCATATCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_25	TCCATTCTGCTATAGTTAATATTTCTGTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_FOR_26	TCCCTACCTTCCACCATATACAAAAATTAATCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_27	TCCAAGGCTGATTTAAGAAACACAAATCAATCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_29	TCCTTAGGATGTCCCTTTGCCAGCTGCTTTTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_33	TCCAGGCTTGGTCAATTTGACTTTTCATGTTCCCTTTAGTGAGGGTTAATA	5'phosphor

5C_chr16-BamHI_REV_35	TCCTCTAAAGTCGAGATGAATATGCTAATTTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_37	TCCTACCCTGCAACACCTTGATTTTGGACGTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_39	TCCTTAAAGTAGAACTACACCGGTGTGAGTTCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_41	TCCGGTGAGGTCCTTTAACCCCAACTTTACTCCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_43	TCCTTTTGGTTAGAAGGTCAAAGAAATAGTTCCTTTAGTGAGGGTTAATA	5'phosphor
5C_chr16-BamHI_REV_45	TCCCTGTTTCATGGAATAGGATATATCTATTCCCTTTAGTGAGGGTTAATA	5'phosphor

# Supplementary material for: Ligand dependent gene regulation by transient ERα clustered enhancers
**Source:** PLoS Genet. 2020 Jan 6;16(1):e1008516. doi: 10.1371/journal.pgen.1008516
**Supplement:** S2 Table

TableS2: 5C reads and Percent Alignment:

**Sample**	**Total Reads**	**Aligned Reads**	**Percent Alignment**	**Total Contacts**	**All Possible Contacts**
ICI 5C Rep1	25612149	25320119	0.988597989	17839	23095
ICI 5C Rep2	25491622	25325094	0.993467344	17882	23095
E2 5C Rep1	26623491	26140530	0.981859592	18206	23095
E2 5C Rep2	26285590	26007082	0.989404537	18060	23095

# Supplementary material for: Ligand dependent gene regulation by transient ERα clustered enhancers
**Source:** PLoS Genet. 2020 Jan 6;16(1):e1008516. doi: 10.1371/journal.pgen.1008516
**Supplement:** S3 Table

TableS3: Sequences of gRNA and primers:**Primers used for ChIP-qPCRs:**

**GREB1 LDEC**	**Forward Primer (5' to 3')**	**Reverse Primer (5' to 3')**
GREB1_peak1	AATGGGAGTGATCTGAGTGGTT	TTTCATGTATGAGGCAATGGTC
GREB1_peak2	CTCCTGGCAGAGCAAAACAT	CAGGCAAAGAAATGAACCTTG
GREB1_peak3	GGGAGTCTGAGTTCCTATGCAG	CTGAAATCAGTCAGCAGTTTCG
GREB1_peak4	TTTCCTGGAGGGACACTCTTTA	AATGAGCTGGGTCATGGTAACT
GREB1_peak5	ACACCAAATATTGTTGGGCTTC	CACCCACTAGGAATCTTGGAAC
GREB1_peak6	ACAGGAGCTCTTTGCTCAAATC	AGCCATATCCGCCTAAGTAAAA
GREB1_peak7	CTGGAAGCCCTGTGAGATGT	ATGCTGTCACCTCCTGTTCC
GREB1_peak8	GCCCAGGAGACAGGTTGTAA	TCCTGCAGAGGTGGCTATTT

**TFF1 LDEC**	**Forward Primer (5' to 3')**	**Reverse Primer (5' to 3')**
TFF1_Peak1	TCACTCTGCACAGAACTTCCTC	CCTTCCTGTTTTACACGTGGTG
TFF1_Peak2	CTGGACAGAGAGTTGGGTCAT	GAGGGGACTTTTCCATGCTATC
TFF1_Peak3	CCTCCTCTCTGCTCCAAAGG	GACCTCACCACATGTCGTCTC
TFF1_Peak4	GCAGCCAGGAAAAGGAGTGA	ACGTGTACGGTGGCATCATC
TFF1_Peak4.2	GCCCAGGACTAGCTGTGATCT	GTGTCACCTCCTTCCTGGACT
TFF1_Peak5	ACCACCAGGAGCTAGGAAGAG	GGATGCTACTTCCCCTCCAT
TFF1_Peak6	ATCCTCTCTCCACCCTCACAC	GGGAACTGACACAGCCTTTC
TFF1_Peak7	CAGAGGCTCAGTCAAGGTCAC	AGGGGCTCTCAGGTCAGTCT

gRNAs used for persistent site deletion/blocking:

TFF1_gRNA1	CTGGCAACGACCTGTCCCAA
TFF1_gRNA2	ACAACCACTGGGTCACGCCC
GREB1_gRNA1	ACAAGGTCAGCTCCACCCGT
GREB1_gRNA2	CTAGTCCTTTGTTGTATATG

Surveyor Oligos:

TFF1 F	CCTCCTTCTTCCTCCTCCAC
TFF1 R	GATCTCGAGATTCCTGGGCTTGTAGCTGG
GREB1 F	CTTCATGTCTTTCGCCATT
GREB1 R	GCCTACCACAAGGTCAGCTC

Primers for qRT-PCRs:

**mRNA**	**Forward Primer (5'-3')**	**Reverse Primer (5'-3')**
TFF1 mRNA	CCATGGAGAACAAGGTGATCTGCGCCCT	GCAGCCCTTATTTGCACACTGGGA
TFF2 mRNA	CGAACTGCGGCTTCCCTGGAATCACCAG	GCCCGGGTAGCCACAGTTTCTTCGGTC
TFF3 mRNA	GCTGCTTTGACTCCAGGATCCCTGGAGTG	TGCCTGGCAGCAATCACAGCCGGGCAA
NRIP1 mRNA	CGGCCTGGGGAAGTGTTTGGATTGTGAGC	CAGTGTTTCGTCTGTCTCCAAGCTCTGAGC
ESR1 mRNA	TGTGTC CAG CCACCA ACC AG	TTCAAC ATT CTC CCTCCTCTTCGG
FOXA1 mRNA	GGGTGG CTC CAG GAT GTTAGG	GGG TCA TGT TGC CGC TCG TAG
GREB1 mRNA	TACCTGGTCCGTAATGCACA	GACCCATTGCTGCGTTTAGT
GAPDH mRNA	CGCTCTCTGCTCCTCCTGTT	CCATGGTGTCTGAGCGATGT

# Supplementary material for: Ligand dependent gene regulation by transient ERα clustered enhancers
**Source:** PLoS Genet. 2020 Jan 6;16(1):e1008516. doi: 10.1371/journal.pgen.1008516
**Supplement:** S4 Table

**TableS4: Accession Numbers of NGS datasets:**

How the deposited data were processed for this re-analysis (not part of the article)

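5C contacts of chromosome 21 were analysed in MCF-7 cells under ICI and under 1 h of E2, with 2 libraries per condition. The ERα ChIP-seq samples of the same series were not analysed here. The authors mapped the reads with Bowtie2 (version 2.3.0) to an artificial genome of all combinations of forward and reverse oligos, counted uniquely mapped reads per combination, and normalized the pairs on chromosome 21 to their contacts with a gene desert on chromosome 16. The deposited values of each pair are whole numbers on the scale that this normalization left, and they were treated as a score without a further unit. Raw reads per pair could not be recovered from them, so tests that need counts were not used. The deposited positions are in hg19. The paper's ChIP-seq reads were aligned to another build, and the LDEC list was read as hg19 because its clusters at TFF1 and NRIP1 lie among the hg19 oligos of these genes. No annotation of that build was at hand, so loci were named from the paper and the oligos next to the TFF1 and NRIP1 promoters were chosen from the known positions of these genes.

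Each library held 149 forward by 143 reverse oligos. The summed value per library and the paper's read numbers are given with the description of the experiment. The depth behind a single pair is unknown, and PCR reads without molecular identifiers are not independent molecules. The precision of every group value rests on 2 libraries, and standard deviations are given over these.

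Pairs were classed by the distance between the starts of their oligos as near (under 100 kb), mid and far (1 Mb or more). For each class, locus and LDEC the values were averaged or summed per library, and conditions were compared as the log2 of the ratio of their means, with an exact two-sided permutation test over 6 arrangements, whose smallest p is 0.333. Single pairs were tested in R (version 4.3.3) with limma (version 3.58.1) on log2(value + 1), with an empirical Bayes fit that follows the trend of the variance with the mean, for 18138 pairs above 0 in at least 2 of the 4 libraries. Pairs with a Benjamini-Hochberg adjusted p under 0.05 were called. Sets of pairs were tested with camera, at a preset correlation of 0.01 and with an estimated one, and with fry. The estimated correlation was 0.0039 (near pairs), 0.067 (TFF1), -0.0035 (NRIP1), -0.0061 (UMODL1) and 0.026 (DSCAM-AS1). It lay below the preset for the near pairs, NRIP1 and UMODL1, so the larger p under estimation does not measure correlation alone. Camera compares a set with all other pairs, whereas fry asks whether the pairs of a set move one way on balance. The p of fry are given after Benjamini-Hochberg adjustment over the 5 sets, a step added after seeing the data, and those of camera with a preset correlation were after the same step 0.00237 (near pairs), 0.000965 (TFF1), 0.175 (NRIP1), 0.0900 (UMODL1) and 0.01004 (DSCAM-AS1). Whether a locus moved more than other near pairs was described by the difference of medians and by the percentile of the locus median among the medians of 10000 random sets of near pairs of the same size, matched on mean value in 5 bins (seed 11).

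The loci, the LDECs of the paper's supplementary list with 50 kb on each side, and the rules for named pairs and oligos were fixed before the data were examined. Named pairs were the 5 of largest mean value in the TFF1 and in the NRIP1 locus, and the 10 of largest fold change among called pairs whose libraries did not overlap between conditions. Named oligos were the 5 with the largest share of the summed value and those closest to both promoters. The strongest pair between the UMODL1 and TFF1 loci was named after its values were seen.

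The fit was tested on simulated data made from the means of the real pairs, with 17845 pairs of which 112 were changed by 2 and 88 by 4 on the log2 scale. It called 10.7% and 39.8% of these and 0.470% of the unchanged pairs. In number the unchanged pairs called exceeded the changed ones, so the adjusted p did not hold its threshold here. With 3636 simulated pairs of a mean of 10 or more, the fit called 42.0%, 80.7% and 0.146%. Raised near pairs were found by camera in 20 of 20 simulated data sets and in 0 of 20 without a change. The simulated pairs varied independently, and near pairs were raised by 0.6, above the median of 0.42 in the real data. This therefore cannot show how camera behaves under the correlation between real pairs.

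The alternatives were a near distance of 50 or 500 kb, libraries scaled to the same total over all pairs or over far pairs, neighbouring fragments left out, the strongest pair left out, the median in place of the sum, a pseudocount of 0.5 or 5, other filters on low values, a fit without the variance trend, locus windows widened by 20 kb, replicate number as a block, and each library left out in turn. A limit on the mean value of a pair, the alternatives of the difference between a locus and other near pairs, of the LDEC sums and of the detected contacts, and the set tests of the loci under other pseudocounts, filters or the block were added after seeing the data.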

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

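The test of 1 strong pair as the explanation of the NRIP1 sum, the alternative settings of the locus differences and the limit on the mean value of a pair were chosen only after the result was seen, and the means of the distance classes and loci were known when the other tests were set.

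Signals were present in parts of the 5C data that the paper does not discuss. The sum of values was higher in both E2 libraries at the UMODL1 locus, with a log2 ratio of 1.72, and at the DSCAM-AS1 locus, with 2.25. It was also higher at the LDECs that start at 16950099, 43010891 and 45591358, with log2 ratios of 1.48, 1.41 and 0.60. A further 53 pairs were at 0 in both libraries of one condition and at 50 or more in both libraries of the other.

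Near pairs had higher values after E2 across chromosome 21. The near pairs of highest mean value did not carry this, since the log2 ratio of the near mean was 0.97 without the 10 strongest. These were picked by mean value and not by gain, so this cannot exclude that a few pairs with large gains carried it. Of the tested near pairs 61.9% had a positive fold change, against 52.2% of all tested pairs. Uncut or religated neighbouring fragments did not carry the rise either, since the log2 ratio was 0.83 without them. A gain of all near pairs alike, as from fewer random ligations in the E2 libraries, remains open: 0 of the 4 loci TFF1, NRIP1, UMODL1 and DSCAM-AS1 lay above the central 95% of matched near pairs, and near pairs outside them had a log2 ratio of 0.89. UMODL1 did lie beyond it with any 1 library left out (differences of 0.86 to 1.54), and so did DSCAM-AS1 without either E2 library (1.09 and 1.17) and with pairs of a mean of 10 or more (1.58), but not without neighbouring fragments (0.03). A gain of contacts by E2 itself also remains open, because all oligos were placed on ERα enhancers and promoters and each condition was confined to its own libraries.

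The NRIP1 sum was lower after E2 although most of its pairs were not. One strong pair is a candidate explanation for the fall, since the log2 ratio was 0.56 without it. A change of all contacts of one of its oligos is argued against by the other pairs of its forward and reverse oligos. Their median log2 fold changes were -0.33 and 0.02. Of 143 other tested pairs of the reverse oligo, 10 were called higher and 7 lower. Strong pairs were among the lower ones. F2823_R126 was at 1776 and 1731 after ICI and at 633 and 581 after E2. F3402_R126 was at 1338 and 1082 after ICI and at 210 and 186 after E2. The medians therefore do not speak for the strong contacts of this oligo. A loss of the strongest NRIP1 contact on E2, alone or with other strong contacts of its reverse oligo, remains open. So does a chance loss of a ligation product in the E2 libraries.

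The 53 pairs were listed in one condition only. A change of all contacts of an oligo is argued against by the other pairs of the same oligos, whose median log2 fold change in the direction of the pair was 0.13. A template of few ligation products that both libraries of a condition share and contacts gained on E2 at short range cannot be told apart, because each condition had its own libraries and either would give such pairs by condition alone. Of the 53 pairs, 52.8% were 1 Mb or more apart against 89.0% of all pairs and 20.8% were near against 2.97%, so the far share set beforehand as the mark of such a template was reached but lies below that of all pairs and decides nothing. Gains were 1.79 times the losses (34 and 19 pairs), so losses on E2 are also part of the pattern.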

How the results depend on the processing

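The limit on the mean value of a pair, the alternatives of the locus differences, the LDEC sums and the detected contacts, and the set tests of the loci under other pseudocounts, filters or the block were chosen only after the result was seen. The mean of near pairs, their share of the total and the TFF1, UMODL1 and DSCAM-AS1 sums kept their direction under all alternatives run for them, and of 237 values recomputed for the main results, 177 kept direction and side of the threshold (or stayed near the main count), 40 were weaker, 14 stronger, 4 moved and 2 reversed. Some of the 177 could not differ. Widening the locus windows by 20 kb left every locus value unchanged, and the near share does not depend on library scaling. The log2 ratio of the NRIP1 sum turned to 0.56 without its strongest pair and to 0.42 as a median, and that of the LDEC at 16544482 turned to 1.13 without its strongest pair. Over LDECs, 60 of 63 values under alternatives had the sign of the main value. Raw counts could not be recovered from the values, so the tests planned for counts were not run. The median detected value was 5, and 135 of the 763 called pairs had equal values within each group, which limits what single calls can show.

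The number of called pairs depended most on the settings. With a pseudocount of 0.5, 631 were higher. With a pseudocount of 5 and with pairs above 0 in all 4 libraries, limma called 0 higher and 0 lower, with 4479 and 2980 pairs at an unadjusted p under 0.05. Pairs above 0 in any library gave 75 and 45, a fit without the trend 93 and 61, and both scalings to the same total 188 lower pairs, against 383 higher over all pairs and 427 over far pairs. A mean of 10 or more gave 762 higher and 471 lower pairs, and 421 pairs were called in the same direction by both fits, which is every pair of that mean that the first fit called. The smallest adjusted p over all pairs was 0.0432, so small shifts end many calls; the cause was not tested further.

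The estimated-correlation p of the near set was 0.0711 under 50 kb, 0.0511 with pairs above 0 in any library and 0.0622 with a mean of 10 or more. The p of the DSCAM-AS1 set was 0.0693 without neighbouring fragments, and that of the UMODL1 set was 0.0391 with a pseudocount of 5 and 0.000255 with pairs above 0 in all 4 libraries. The DSCAM-AS1 difference was 1.58 with a mean of 10 or more. The replicate correlation was 0.658 for ICI and 0.665 for E2 on log2(value + 1), and 0.795 and 0.808 without the 1% of pairs of highest mean. The cause was not tested.

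Leaving out 1 library leaves an arm with a single library, which is then assumed to vary like the other arm. With any 1 library left out, limma called 0 pairs higher and 0 lower, with 3224 to 3357 at an unadjusted p under 0.05. With a mean of 10 or more it called 38 to 98 higher and 12 to 99 lower, the fewest higher without ICI replicate 1 and the fewest lower without E2 replicate 2. The estimated-correlation p of the near set ranged from 0.129 to 0.201, and the preset one from 0.00155 to 0.0184. The p of the UMODL1 set ranged from 0.00286 to 0.400 and that of the DSCAM-AS1 set from 0.00485 to 0.0707, its highest without E2 replicate 2. The UMODL1 difference ranged from 0.86 to 1.54 and the DSCAM-AS1 difference from 1.04 to 1.74. The log2 ratio of the LDEC at 47698628 ranged from -0.13 to 0.35 and the log2 fold change of F3229_R3227 from -0.46 to 0.90. Of the 20 named pairs, 15 passed the threshold under either scaling, 14 with a pseudocount of 0.5, 5 without the trend, 16 with a mean of 10 or more and 0 with a pseudocount of 5 or without any 1 library, where 18 were testable without an ICI and 12 without an E2 library.

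Both conditions carry replicate numbers 1 and 2, but nothing says that a number pairs libraries, and the deviations of replicate 1 from the group means had a correlation of 0.0180 between the conditions over 18138 pairs. With replicate number as a block, limma called 0 pairs higher and 0 lower, with 3612 at an unadjusted p under 0.05, the p of the near set with an estimated correlation was 0.0762 and that of the UMODL1 set 0.0437. With a mean of 10 or more the replicate block gave 380 higher and 237 lower pairs.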

Differences from the paper's values

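The paper's correlation between replicates is 98%. The normalized values gave 99.3% for ICI and 99.0% for E2 by Pearson's correlation over all pairs, above the lower limit that the paper's methods name. Neither alternative set before the data were examined reached the paper's value: on log2(value + 1) the correlation was 65.8% for ICI and 66.5% for E2, and without the 1% of pairs with the highest mean it was 79.5% and 80.8%.

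The paper describes stronger contacts with E2 in both the TFF1 and the NRIP1 locus. The paper plots binned reads whose bins and windows it does not give exactly, whereas the sums here run over all oligo pairs of a locus. TFF1 ran the same way, with both E2 libraries above both ICI libraries. In the NRIP1 locus 42 of 70 tested pairs had a positive fold change and 5 were called higher against 1 lower, but the summed value was lower in both E2 libraries, with a log2 ratio of -0.50. It was higher after E2 without the strongest pair, with a log2 ratio of 0.56, and as a median, with 0.42, and the contact of fragment 103 with the promoter fragment rose by 4.23 on the log2 scale.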

Other observations

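All values in this part come from tests planned before the result was seen, except for the adjustment over sets, the strongest pair between the UMODL1 and TFF1 loci and their sum without it. The UMODL1 locus (oligos from 43491083 to 43555935), which the paper describes from ChIA-PET data as a partner of the TFF1 LDEC, had a 5C sum of 1222 ± 122 (SD, n = 2 libraries) after E2 and 371 ± 97.6 (SD, n = 2) after ICI. Of 37 pairs tested with limma, 5 were higher and 2 lower. Its strongest pair held 23.7% of the E2 sum and 5.53% of the ICI sum, and without it the locus summed to 932 ± 129 and 350.5 ± 96.9 (SD, n = 2 each). As a set the pairs did not pass relative to all others (camera, p = 0.0720, and p = 0.171 with an estimated correlation), while on their own account they moved upward (limma's fry, adjusted p = 0.0107 over the 5 sets tested). The first of these outcomes is not stable, since that p lay under 0.05 in some of the alternative settings given above.

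The DSCAM-AS1 locus (4 forward and 4 reverse oligos over 87.7 kb) surrounds a lncRNA that is expressed in ERα-positive breast cancer cells. Its 16 pairs summed to 1252.5 ± 156 (SD, n = 2) after E2 and 262.5 ± 41.72 (SD, n = 2) after ICI, with 5 pairs higher and 0 lower in limma, and 9 higher and 2 lower at an unadjusted p under 0.05. As a set they rose relative to all other pairs (camera, p = 0.00602, but p = 0.129 with an estimated correlation), and on their own account they moved upward as well (limma's fry, adjusted p = 0.0107). The locus median lay at percentile 92.3 of matched near pairs and that of UMODL1 at percentile 91.8.

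Between the UMODL1 and TFF1 loci, 90 pairs summed to 1153.5 ± 182 (SD, n = 2) after E2 and 1384 ± 136 (SD, n = 2) after ICI, a log2 ratio of -0.26 with both E2 libraries below both ICI libraries (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). Of 75 pairs tested, 3 were higher and 4 lower. The strongest of them, F3165_R3227, 279 kb apart, fell from 664.5 ± 81.3 to 234.5 ± 23.3 (SD, n = 2 each), a log2 fold change of -1.50 (standard error 0.150, adjusted p = 0.0499 from limma). Without it the sum was 919 ± 158 after E2 and 719.5 ± 54.4 after ICI, a log2 ratio of 0.35.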
